# Maternal Vitamin and Mineral Supplementation and Rate of Maternal Weight Gain Affects Placental Expression of Energy Metabolism and Transport-Related Genes

**DOI:** 10.3390/genes12030385

**Published:** 2021-03-09

**Authors:** Wellison J. S. Diniz, Lawrence P. Reynolds, Pawel P. Borowicz, Alison K. Ward, Kevin K. Sedivec, Kacie L. McCarthy, Cierrah J. Kassetas, Friederike Baumgaertner, James D. Kirsch, Sheri T. Dorsam, Tammi L. Neville, J. Chris Forcherio, Ronald R. Scott, Joel S. Caton, Carl R. Dahlen

**Keywords:** caruncle, cotyledon, fetal programming, mineral, transcriptome, vitamin

## Abstract

Maternal nutrients are essential for proper fetal and placental development and function. However, the effects of vitamin and mineral supplementation under two rates of maternal weight gain on placental genome-wide gene expression have not been investigated so far. Furthermore, biological processes and pathways in the placenta that act in response to early maternal nutrition are yet to be elucidated. Herein, we examined the impact of maternal vitamin and mineral supplementation (from pre-breeding to day 83 post-breeding) and two rates of gain during the first 83 days of pregnancy on the gene expression of placental caruncles (CAR; maternal placenta) and cotyledons (COT; fetal placenta) of crossbred Angus beef heifers. We identified 267 unique differentially expressed genes (DEG). Among the DEGs from CAR, we identified *ACAT2, SREBF2*, and *HMGCCS1* that underlie the cholesterol biosynthesis pathway. Furthermore, the transcription factors *PAX2* and *PAX8* were over-represented in biological processes related to kidney organogenesis. The DEGs from COT included *SLC2A1*, *SLC2A3*, *SLC27A4*, and *INSIG1.* Our over-representation analysis retrieved biological processes related to nutrient transport and ion homeostasis, whereas the pathways included insulin secretion, PPAR signaling, and biosynthesis of amino acids. Vitamin and mineral supplementation and rate of gain were associated with changes in gene expression, biological processes, and KEGG pathways in beef cattle placental tissues.

## 1. Introduction

Maternal physiologic adaptation to pregnancy includes increased demand for nutrients to meet the maternal metabolic needs and nurture the developing fetus [1,2,3]. Furthermore, early gestation nutritional exposure affects the uterine environment and fetal development [4]. The fetomaternal interface provided by the placenta acts as a nutrient sensor to coordinate maternal nutrient supply and fetal metabolic requirements [5,6]. Thus, proper fetal development and nutrition are supported by an adequate nutrient supply through the placenta [7,8]. The placenta has many functions that include nutrient and waste product transport and hormone synthesis [6]. In ruminants, physiological exchanges between mother and fetus are supported by the caruncular-cotyledonary unit of the placenta, called the placentome [7]. While environmental stressors can trigger placental adaptations to meet fetal needs, these adjustments may affect fetal development and growth with long-lasting effects on metabolic function and performance [3,4,6,9,10].

Although growing evidence has shown the adverse effects of macronutrient (energy, protein, and fat) imbalances in fetoplacental development and function [11,12,13], less attention has been given to the role of micronutrients (vitamins and minerals) [4]. Vitamins and minerals play critical roles in animal health, growth, reproduction, and production, acting in structural, physiological, catalytic, and regulatory functions [14]. Maternal vitamin and mineral status has been suggested to affect hormonal regulatory pathways linking maternal metabolism with the fetoplacental unit [5,15]. Likewise, vitamins and minerals are required in biological processes such as energy metabolism, immune function, and gene expression [2,16,17]. Additionally, micronutrient-dependent enzymes that are involved with hormone synthesis and nutrient transport are present in the placenta [16]. While the placenta plays a pivotal role in mediating fetal needs, the changes and mechanisms associated with the placental adaptive responses to nutrient availability still need to be elucidated. Nonetheless, imprinted genes and differential gene expression are suggested as potential mechanisms that lead to placental plasticity [6].

Vitamins and minerals, as well as energy, protein, and fat are essential for proper fetal development and placental function. Lekatz et al. [18] reported hormonal and metabolic changes in pregnant ewes receiving supranutritional levels of selenium and/or nutrient restriction. Furthermore, changes in the expression of genes underlying angiogenesis and nutrient transport were identified in both caruncular and cotyledonary tissues [18]. In cows, myocardial necrosis and heart failure were identified in aborted selenium-deficient fetuses [19]. Maternal supplementation of organic trace minerals impacted offspring innate immune response and growth [20].

Despite the known effect of minerals on female reproductive traits and embryonic development [17], vitamin and mineral supplementation is still not widely adopted in cattle production [21]. Vitamins and minerals modulate the body’s energy homeostasis, and therefore, they are intricately related with the metabolism of carbohydrate, protein, and fat [14]. Furthermore, global nutrient restriction leads to reduced fetal growth and placental function [7]. Thus, a balanced diet that meets the requirements for macro and micronutrients is needed to optimize animal production. However, most studies focus on single nutrients without considering their multiple relationships on metabolic functions [22]. Similarly, the effects of vitamin and mineral supplementation on placental genome-wide gene expression have not yet been investigated.

Energy and protein availability are also essential for proper placental functions. Considering that nutrient requirements for first-calf heifers are greater than mature cows [23], it has been suggested that increasing nutrient supply through targeted supplementation strategies may optimize pregnancy rates, maternal-fetal transfer of nutrients, and increase offspring birth weights [24,25]. Herein, we tested the hypothesis that supplementing vitamin and minerals pre- and post-breeding to beef heifers grown at a low or moderate rate of maternal weight gain during the first trimester of gestation would affect placental gene expression. Therefore, we measured the gene expression profiles of maternal (caruncular; CAR) and fetal (cotyledonary; COT) portions of the placenta to identify differentially expressed genes (DEG), biological processes (BP), and pathways underlying placental development and function in response to early maternal nutrition. We identified 267 unique DEGs throughout all tissues and group contrasts. The over-represented functions are essential to fetal growth and development, and included fatty acid metabolism, hormone synthesis, nutrient transport, energy metabolism, and biosynthesis of amino acids.

## 2. Materials and Methods

All experiments and methods were performed following the relevant guidelines and regulations. The experimental design, animal management, and tissue collection were approved by the North Dakota State University Institutional Animal Care and Use Committee (IACUC A19012).

### 2.1. Animals, Experimental Design, and Tissue Collection

Angus-cross heifers (*n* = 35) were randomly assigned by initial body weight ($\bar{X}$ = 359.5 ± 7.1 kg) to a 2 × 2 factorial arrangement of treatments. The factors examined included vitamin and mineral supplementation (VTM or NoVTM) and rate of gain (low gain (LG) or moderate gain (MG)). The treatments were arranged as follows: (1) no vitamin and mineral supplementation and low gain (NoVTM_LG, *n* = 9); (2) vitamin and mineral supplementation and low gain (VTM_LG, *n* = 9); (3) no vitamin and mineral supplementation and moderate gain (NoVTM_MG, *n* = 9), and (4) vitamin and mineral supplementation and moderate gain (VTM_MG, *n* = 8).

Diets were delivered once daily via a total mixed ration and consisted of triticale hay, corn silage, modified distillers’ grains plus solubles, ground corn, and if indicated by treatment, mineral premix. To achieve MG (0.79 kg/d), heifers were fed the total mixed ration with the addition of the starch-based protein/energy supplement (a blend of ground corn, dried distillers’ grains plus solubles, wheat midds, fish oil, urea, and ethoxyquin). The LG heifers were maintained on the basal total mixed ration and targeted to gain 0.28 kg/d. Based on the National Research Council [26], the total mixed ration provided 105%, 158%, 215%, and 250% of the mineral requirements for NoVTM_LG, NoVTM_MG, VTM_LG, and VTM_MG treatments, respectively. Diet composition is described in Supplementary Materials, Table S1. The two rates of gain and VTM levels supplied to the heifers were chosen to represent two nutritional states (weight gain versus maintenance) as well as conditions applicable to beef production systems.

The VTM treatment started 71 to 148 days before artificial insemination by providing 0.45 kg/heifer daily of a ground corn and vitamin and mineral premix (113 g·heifer^−1^·d^−1^ of Purina Wind & Rain Storm All-Season 7.5 Complete, Land O’Lakes, Inc., Arden Hills, MN, USA). Based on the VTM starting date, heifers were assigned to one of seven breeding groups so that the supplementation period was at least 60 days for all. At breeding, heifers were randomly assigned to either LG or MG treatments within their respective VTM treatment. Heifers were bred by artificial insemination using female-sexed semen from a single sire. Pregnancy diagnosis was performed 35 days after artificial insemination, and fetal sex was determined on day 65 using transrectal ultrasonography. Further details of animal management were described elsewhere [27].

The VTM and rate of gain treatments were carried out until day 83 ± 0.27 of gestation, when uteroplacental tissues were collected through ovariohysterectomy [28]. The largest placentome closest to the fetus was collected and maternal (CAR) and fetal (COT) portions were manually dissected [29], snap-frozen, and stored at −80 °C.

### 2.2. Total RNA Isolation, Library Preparation, Sequencing, and Data Analysis

Total RNA of eight female samples per treatment was isolated from the CAR and COT tissues using the RNeasy^®^ kit (Qiagen^®^, Germantown, MA, USA) followed by on-column DNase treatment, according to the manufacturer’s protocol. Sample integrity and purity were evaluated using the Agilent 2100 Bioanalyzer and agarose gel electrophoresis. Strand-specific RNA libraries were prepared using the NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit for Illumina (New England BioLabs^®^, Ipswich, MA, USA), and sequencing was carried out on the Illumina^®^ NovaSeq 600 platform. Library preparation and paired-end sequencing with 150-bp reads at a depth of 20 M reads/sample were carried out at Novogene Co. (Nanjing, China).

Sequencing adaptors, low-complexity reads, and reads containing low quality bases were removed in an initial data-filtering step. Reads with a PhredScore lower than 30 were filtered out. Quality control (QC) and read statistics were estimated with FastQC v0.11.8 [30] and MultiQC v1.9 [31] software. After QC, 29 and 31 samples (seven or eight samples per group) remained for further analyses from CAR and COT, respectively. Reads were mapped to the *Bos taurus* reference genome (ARS-UCD 1.2) [32] using the STAR aligner v. 2.7.3a [33]. Raw counts per gene were obtained using the –*quantMode GeneCounts* flag from STAR based on the gene annotation file (release 100, *Ensembl*). MultiQC, NOISeq [34], and edgeR [35] software were used to perform the post-mapping quality control.

### 2.3. Differential Expression and Functional Over-Representation Analyses

Genes with expression values lower than 1 count per million in 50% of the samples were filtered out. After filtering, the genes of CAR and COT tissues were analyzed using the DESeq2 v.1.22.1 R-package [36] to identify DEGs. The median of ratios method from DESeq2 was employed to normalize the data for sequencing depth and RNA composition [36]. The differential expression analysis used the negative binomial generalized linear model to fit gene expression level as a negative binomial distribution and Wald statistics to perform hypothesis testing [36]. The *svaseq* function of the R-package Surrogate Variable Analysis v.3.30.0 [37] was adopted to estimate unknown sources of variation in the RNA-Seq data. The DESEq2 model was used to measure the treatment effect while controlling for batch effect differences that included the surrogated variables and the heifer’s birthplace (farm of origin). To make all pair-wise comparisons between the four treatment groups, six contrasts were created as follows: (1) VTM_MG vs. NoVTM_LG, (2) VTM_MG vs. VTM_LG, (3) VTM_MG vs. NoVTM_MG, (4) VTM_LG vs. NoVTM_LG, (5) VTM_LG vs. NoVTM_MG, (6) NoVTM_MG vs. NoVTM_LG. Multiple testing adjustment of the *p*-values (*padj*) was performed using the Benjamini–Hochberg procedure for false discovery rate (FDR) [38]. Genes were identified as differentially expressed for each one of the contrasts when the false-discovery rate adjusted *p*-value (*padj*) cutoff ≤ 0.1 [11] and classified as up- or down-regulated based on the sign of the log2 fold change. The threshold (*padj* < 0.1) was defined a priori based on our experimental design. Furthermore, we used stringent quality control to remove lowly expressed genes and reduce the number of false-positive genes tested. As these are exploratory analyses, this combined approach allowed us to identify significant biological processes, while avoiding losing too much information.

Gene functional over-representation analysis was carried out using the ShinyGo v0.61 webtool [39] and the *B. taurus* annotation as background. This approach identified specific and common biological functions and KEGG pathways within and among gene lists for each tissue and contrast. Significant results after multiple testing adjustments were considered with an FDR ≤ 0.05.

An overview of the experimental design and data analyses pipeline is presented in Figure 1.

## 3. Results

We applied an RNA-Seq-based approach to identify differentially expressed genes in maternal (CAR) and fetal (COT) placental tissues of beef heifers subjected to vitamin and mineral supplementation and two rates of gain. 

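Placentomes were taken at day 83 of gestation from heifers fed without or with a vitamin and mineral supplement (NoVTM or VTM) and gaining at a low or a moderate rate (LG or MG, with targets of 0.28 and 0.79 kg per day). The maternal caruncle (CAR) and the fetal cotyledon (COT) were parted by hand, and RNA of each was sequenced in strand-specific libraries of paired-end reads. The CAR data comprised 7 NoVTM_LG, 7 NoVTM_MG, 8 VTM_LG and 7 VTM_MG libraries, and the COT data comprised 8 NoVTM_LG, 8 NoVTM_MG, 7 VTM_LG and 8 VTM_MG libraries. Of the heifers, 26 gave a library of each tissue. The authors mapped the reads with STAR and counted read pairs per Ensembl gene, and these raw counts, neither normalized nor pooled, are the values used here. Gene symbols were taken from Tables S3 and S4, which name 248 of their 267 identifiers, because no other table at hand pairs the identifiers with symbols or positions.
The 4 groups of a tissue were fitted together with edgeR's quasi-likelihood test on the raw counts, with TMM scaling, the farm of origin and 3 surrogate variables from svaseq in each tissue. A gene was called at an adjusted p (Benjamini-Hochberg within the contrast) of 0.1 or less. Besides the 6 pairwise contrasts, the average effect of VTM, the average effect of moderate gain and their interaction were tested. Values in CPM (counts scaled to an equal library total) given beside a gene are scaled by TMM but not adjusted for farm or surrogate variables, whereas log2 fold changes are adjusted, so the 2 can differ. Gene lists with at least 3 named members (11 of the 26 lists fixed before the data were examined) were tested with camera at a preset correlation of 0.01, with adjustment over the lists within a contrast, and again with an estimated correlation. Since only genes that the paper called have a symbol, the members of a list were picked on these libraries, and in the tissue in which they were picked their direction is not independent evidence. Members without a symbol could not be tested, so a list result covers its named members alone, not the whole pathway. Of the members fixed, 8 of 21 had a symbol for cholesterol biosynthesis, 5 of 34 for lysosome and 5 of 45 for interferon response. For fatty acid uptake they were 3 of 29, and for sodium transport 3 of 20. For one-carbon metabolism they were 6 of 35, and for tRNA synthetases 4 of 37.
In CAR, VTM_MG replicates 44 and 76 and NoVTM_MG replicate 7 lay apart from the other libraries on the first principal component (45.0% of the variance). In COT, the same held for VTM_LG replicate 18 and NoVTM_MG replicates 28 and 24 (56.1% of the variance). Over the 29 CAR libraries, this component fell with the percentage of reads aligned in Table S2 (Pearson's r = -0.641, permutation p = 0.0022; Spearman's rho = -0.586, permutation p = 0.00119, adjusted p = 0.00317 over 8 relations), and r was -0.593 without the 2 farthest libraries. Over the 31 COT libraries, r was -0.924 and rho -0.737 (permutation p = 1e-05 for each, the smallest that the permutations can give, adjusted p = 4e-05), and r was -0.687 without the 2 farthest libraries. The labels give no sequencing batch.

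**Figure D1:**
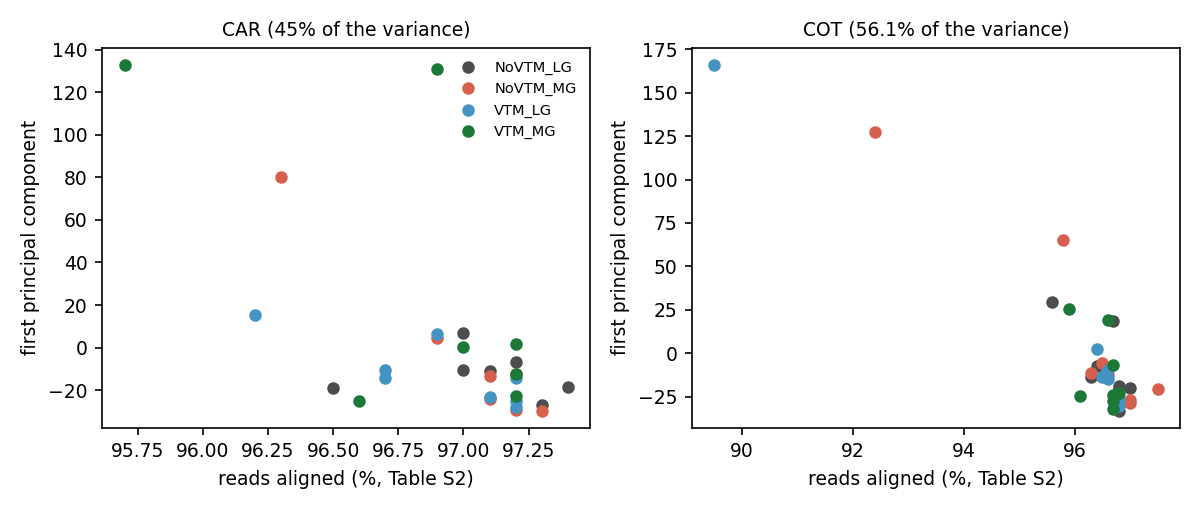
First principal component of log2 CPM (vertical axis) against the percentage of reads aligned (horizontal axis) for each CAR library (left) and COT library (right), with 1 point per library colored by treatment group. The COT library with the lowest alignment (89.5%) has the highest value of the component (165.9).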

On average, the sequencing of the tissues generated 22.7 M reads through the 60 samples with PhredScore > 30. The sequencing throughput and mapping rates per sample and tissue are reported in Table S2. On average, 97.0% and 96.2% of the reads from CAR and COT, respectively, were uniquely mapped to genes in the bovine reference genome (Table S2). After filtering, 13,252 genes from CAR and 12,795 from COT were analyzed to identify DEGs.

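Every gene kept for testing had at least 1 CPM in at least 50% of the libraries of its tissue, which left 13252 genes in CAR and 12795 in COT. Counts assigned to genes summed to between 13752825 and 16840133 per library in CAR and to between 14264103 and 18712460 in COT. Relative to the reads per library in the paper's Table S2, these counts were 72.2% in CAR and 68.9% in COT on average. What change this depth and number of libraries can show was tested on simulated data with 200 changed genes. In the CAR contrast of VTM_MG vs. VTM_LG, the quasi-likelihood test called 80.3% of genes changed by 1 on the log2 scale, 44.8% of those changed by 0.5 and 3.0% of those changed by 0.25. In the COT contrast of VTM_MG vs. NoVTM_LG, it called 95.5%, 76.1% and 17.9% of the genes changed by the same amounts.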

### 3.1. Differentially Expressed Genes

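In COT, the unnamed gene ENSBTAG00000016388 was lower in VTM_MG than in NoVTM_LG, at 12.3 ± 2.5 CPM (SD, n = 8) against 20.7 ± 4.5 CPM (SD, n = 8). This is a log2 fold change of -0.77 (standard error 0.14, adjusted p = 0.0778 from edgeR), and it was the 1 gene called by edgeR over all pairwise contrasts of both tissues. With the 11 gene lists tested in each of the 9 contrasts, 32 list tests passed in CAR and 43 in COT, while 18 and 23 passed with an estimated correlation. Members with a symbol are genes that the paper called on these libraries, so lists can pass by selection in the tissue where they were picked. At the preset correlation, the smallest adjusted p among the pairwise contrasts of COT was that of cholesterol biosynthesis in VTM_LG vs. NoVTM_MG. There, 8 of 8 genes were above 0, with a median log2 fold change of 0.22 (adjusted p = 2.74e-09 from camera, and 0.0686 with an estimated correlation). When adjusted over the list alone, 7 were higher. With an estimated correlation, other lists had smaller values. The study picked these 8 genes in CAR, not in COT. All 339 calls in the paper's tables had the same direction in edgeR's fit, and 314 of them had an unadjusted p under 0.05. The paper made these calls on the same libraries, so neither number is independent evidence. The single call was lost with 2 surrogate variables, with none, and with no filter on low counts, each of which gave 0 genes in that contrast. Without surrogate variables, 17 list tests passed in CAR. DESeq2's Wald test with the same 3 surrogate variables called 98 genes in CAR and 12 in COT, summed over the pairwise contrasts. In the simulated data with 200 changed genes, it also called 25 unchanged genes in CAR VTM_MG vs. VTM_LG, where edgeR called 6. For COT VTM_MG vs. NoVTM_LG, these numbers were 31 and 15. In 20 simulations of unchanged groups, DESeq2 called up to 12 genes in CAR VTM_MG vs. VTM_LG, and edgeR up to 1.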

We identified 267 unique DEGs (*padj* ≤ 0.1) throughout all tissues and group comparisons. 

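The CAR contrast with the most genes at an unadjusted p under 0.05 was VTM_LG vs. NoVTM_MG, with 417 genes higher and 465 lower. It was followed by VTM_MG vs. NoVTM_MG, with 425 higher and 389 lower, and by VTM_MG vs. VTM_LG, with 349 higher and 310 lower. Among the genes behind these numbers were the cholesterol gene DHCR7, which had 37.3 ± 10.6 CPM (SD, n = 8) in VTM_LG and 23.3 ± 11.1 CPM (SD, n = 7) in NoVTM_MG, and the smooth muscle gene SMTN, which had 89.2 ± 30.5 CPM (SD, n = 7) in VTM_MG and 62.2 ± 5.5 CPM (SD, n = 7) in NoVTM_MG. The quasi-likelihood test's adjusted p left 0 genes in each of the 6 CAR contrasts, whereas DESeq2's Wald test left 38 (17 higher and 21 lower), 28 (18 higher and 10 lower) and 15 (11 higher and 4 lower) in the 3 contrasts just given. It left 16 genes for NoVTM_MG vs. NoVTM_LG, 1 for VTM_MG vs. NoVTM_LG and 0 for VTM_LG vs. NoVTM_LG (unadjusted p under 0.05: 309 higher and 248 lower, 275 higher and 215 lower, and 168 higher and 206 lower in edgeR).
In COT at an unadjusted p under 0.05, edgeR gave 332 higher and 349 lower genes for VTM_MG vs. NoVTM_LG and 247 higher and 364 lower for VTM_LG vs. NoVTM_LG. This balance depends on the scaling, since size factors by relative log expression gave 359 higher and 337 lower, and 324 higher and 319 lower, and DESeq2's Wald test gave 398 higher and 367 lower, and 332 higher and 362 lower. All 12 genes that DESeq2 called in the former contrast were lower, among them the glucose transporter SLC2A1 and the sodium channel subunit SCNN1G. It called 0 genes in the latter.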

For the CAR tissue, gene expression analysis revealed 137 upregulated and 88 downregulated genes (Figure 2a), whereas in COT, 27 and 87 genes were upregulated or downregulated, respectively (Figure 2b). Our approach did not find significant DEGs for COT when comparing VTM_MG vs. NoVTM_MG and NoVTM_MG vs. NoVTM_LG.

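In VTM_MG vs. NoVTM_MG in COT, the named genes of fatty acid uptake fell as a group after adjustment for farm and surrogate variables. All 3 named members (ACSL3, SLC27A4 and PLIN2) were below 0, with a median log2 fold change of -0.30 (adjusted p = 1.69e-04 from camera, and 0.023 with an estimated correlation; 2 lower when adjusted over the list alone). In CPM, before adjustment, ACSL3 was not lower, at 68.4 ± 7.4 (SD, n = 8) in VTM_MG and 66.1 ± 13.2 (SD, n = 8) in NoVTM_MG. For SLC27A4, NoVTM_MG replicate 28, which stands apart, had 343 CPM, against 65.8 to 139 CPM in the other NoVTM_MG libraries. The 3 sodium transport genes SCNN1B, SCNN1G and ATP1B1 fell too, with a median of -0.28 (adjusted p = 1.69e-04 from camera, and 0.0476 with an estimated correlation; 3 lower when adjusted over the list alone). All 6 members of methionine, one-carbon, arginine and polyamine metabolism were below 0, with a median of -0.24 (adjusted p = 2.2e-05 from camera, and 0.0476 with an estimated correlation; 5 lower when adjusted over the list alone). Most of these genes were picked by the study in COT, so their direction is not independent evidence. Single genes did not pass: edgeR and DESeq2's Wald test each called 0 genes, with 189 higher and 233 lower at an unadjusted p under 0.05 in edgeR. In NoVTM_MG vs. NoVTM_LG, both tools also called 0 genes, with 228 higher and 196 lower at an unadjusted p under 0.05. There, all 8 cholesterol biosynthesis genes were below 0 with a median of -0.09 (adjusted p = 0.00883 from camera), and the call was lost with an estimated correlation (adjusted p = 0.304 with an estimated correlation).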

The overlap between the sets of DEGs identified by the different contrasts are shown in Figure 2c,d. 

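Between VTM_MG vs. VTM_LG and VTM_LG vs. NoVTM_MG in CAR, the genes with opposite signs included the cholesterol enzymes. All 8 named members of that list were below 0 in the first contrast and above 0 in the second, which places VTM_LG above both of the other groups. FDFT1, the first committed enzyme of sterol synthesis, had a log2 fold change of 0.46 in VTM_LG vs. NoVTM_MG (standard error 0.12, adjusted p = 0.363 from edgeR, and 0.0703 from DESeq2). For LSS, which closes the sterol ring, the value was 0.42 (standard error 0.11, adjusted p = 0.381 from edgeR, and 0.0982 from DESeq2). Both contrasts use the 8 VTM_LG libraries, so their fold changes are linked even where no gene differs (mean correlation across genes of 0.539 in 20 simulations of unchanged groups by edgeR, and 0.471 in the data, with VTM_LG set as the first group in each). DESeq2 called 5 genes in both, against 0.023 if the lists were independent, and edgeR called 0 in both, as it called 0 in each. In 20 simulations of unchanged groups, DESeq2 shared at most 2 genes. It called at most 12 and 8 genes in the 2 contrasts there, against 15 and 38 in the data. When the VTM_LG libraries were divided between the contrasts in 10 random splits, so that no library served both, it shared a median of 0 genes (0 to 1). With 5 surrogate variables, a number chosen after seeing the data, DESeq2 shared 18 genes, at most 1 in the simulations, and a median of 3 (2 to 4) with the VTM_LG libraries divided, where each contrast has fewer libraries. In these simulations it called at most 9 and 11 genes, against 61 and 77 in the data. Shorter lists can share fewer genes, so the simulations do not show whether either overlap exceeds chance.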

For CAR, we observed the greatest number of shared genes (*n* = 18) between the contrasts VTM_MG vs. VTM_LG and VTM_LG vs. NoVTM_MG. 

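In COT, the contrasts VTM_LG vs. NoVTM_LG and VTM_MG vs. NoVTM_LG both compare supplemented heifers with the same 8 NoVTM_LG libraries. TTC7A, a scaffold of a lipid kinase at the cell membrane, had log2 fold changes of -0.37 (standard error 0.11, adjusted p = 0.991 from edgeR) and -0.30 (standard error 0.093, adjusted p = 0.764 from edgeR) in the 2 contrasts. DNMT3B, a DNA methyltransferase, had log2 fold changes of -0.33 (standard error 0.10) and -0.28 (standard error 0.086), with the same adjusted p values. In CPM, TTC7A was 248.5 ± 81.9 (SD, n = 8) in NoVTM_LG, 215.3 ± 65.4 (SD, n = 7) in VTM_LG and 186.7 ± 38.7 (SD, n = 8) in VTM_MG. EdgeR and DESeq2's Wald test each shared 0 genes between the contrasts, since each called 0 genes in the first of them. With 5 surrogate variables, a number chosen after seeing the data, DESeq2 shared 21 genes, all in 1 direction, where independent lists would share 0.223. The shared libraries link the fold changes even without a difference (mean correlation of 0.449 in 20 simulations of unchanged groups, and 0.481 in the data). In these simulations, the same fit shared at most 0 genes. It called at most 5 and 4 genes there, against 48 and 92 in the data. Lists this short can share few genes, so the simulations do not show whether the overlap exceeds chance. When the NoVTM_LG libraries were divided between the contrasts in 10 random splits, so that no library served both, the median number of shared genes was 0.5 (0 to 4).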

In the COT tissue, the VTM_LG vs. NoVTM_LG and VTM_MG vs. NoVTM_LG contrasts shared 14 genes between one another. 

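Some groups of genes that the paper found in 1 tissue moved the same way in the other. Genes that the paper found lower in CAR in VTM_MG vs. VTM_LG were, with 14 of the 19 measured in COT, also below 0 there, with a median log2 fold change of -0.15 (adjusted p = 1.6e-07 from camera, and 0.0323 with an estimated correlation). All 15 of those lower in CAR in VTM_MG vs. NoVTM_MG were below 0 in COT, with a median of -0.17 (adjusted p = 5.29e-07 from camera, and 0.0323 with an estimated correlation). Of those lower in CAR in VTM_LG vs. NoVTM_MG, 37 of 41 were below 0 in COT, with a median of -0.11 (adjusted p = 6.72e-07 from camera, and 0.0323 with an estimated correlation). The lower genes of CAR in NoVTM_MG vs. NoVTM_LG had 2 of 6 below 0 in COT (adjusted p = 0.733 with an estimated correlation), and each of the 5 lists of higher genes of CAR was above the threshold with an estimated correlation (adjusted p = 0.181 to 0.835), among them that of VTM_LG vs. NoVTM_LG with 1 of 3 above 0. From COT to CAR, the 47 genes that the paper found lower in COT in VTM_MG vs. NoVTM_LG had a median of -0.04 in CAR, with 34 below 0 (adjusted p = 0.00771 from camera, and 0.21 with an estimated correlation). Those lower in COT in VTM_LG vs. NoVTM_MG were below 0 in CAR for 6 of 6, with a median of -0.195 (adjusted p = 2.51e-04 from camera, and 0.0323 with an estimated correlation), and those lower in VTM_MG vs. VTM_LG for 2 of 3, with a median of -0.185 (adjusted p = 0.00869 from camera, and 0.0416 with an estimated correlation). The other 4 COT lists were above the threshold with an estimated correlation (adjusted p = 0.181 each). These lists come from the paper's tables, and 26 heifers are in both tissues. With 3 components removed, the best match of a CAR library among the COT libraries was that of its own heifer for 22 of the 26, and for 9 of the 26 with 0 removed, so levels of single heifers that helped to pick a gene in 1 tissue can carry over to the other, which the p values leave out of account. Whether the response differs between the tissues was tested gene by gene in all 60 libraries. For the average effect of VTM, edgeR and DESeq2 each found 0 genes (387 and 398 at an unadjusted p under 0.05).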

When we compared the DEGs across tissues, most of them were tissue-specific, with only five genes shared between CAR and COT. The common DEGs between CAR and COT were: *DNMT3B*, *ESYT3*, *PRPFB1*, *FADS1*, and *TTC7A.* The DEGs are reported for each of the significant contrasts along with the fold-change values and annotation in Table S3 (CAR) and Table S4 (COT).

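FADS1, the delta-5 desaturase of long-chain fatty acids, was lower in VTM_MG than in VTM_LG in COT, at 29.8 ± 3.5 CPM (SD, n = 8) against 42.8 ± 4.7 CPM (SD, n = 7). There the log2 fold change was -0.57 (standard error 0.13, adjusted p = 0.789 from edgeR, and 0.173 from DESeq2), in the same direction as in CAR. TTC7A was 545.9 ± 49.3 CPM (SD, n = 8) in VTM_LG and 612.8 ± 61.8 CPM (SD, n = 7) in NoVTM_MG in CAR, with a log2 fold change of -0.19 (standard error 0.086, adjusted p = 0.743 from edgeR). In the same CAR contrast, DNMT3B had a log2 fold change of -0.14 (standard error 0.056, adjusted p = 0.709) and ESYT3, a protein of membrane contact sites, of -0.16 (standard error 0.087, adjusted p = 0.765). ESYT3 in COT was 25.9 ± 11.1 CPM (SD, n = 7) in VTM_LG and 34.2 ± 14.1 CPM (SD, n = 8) in NoVTM_LG, a log2 fold change of -0.53 (standard error 0.22, adjusted p = 0.991 from edgeR). The tables list the fifth gene as PRPF31, a splicing factor. Its log2 fold change was 0.16 (standard error 0.058, adjusted p = 0.758 from edgeR) for VTM_MG vs. NoVTM_MG in CAR and 0.15 (standard error 0.044, adjusted p = 0.764) for VTM_MG vs. NoVTM_LG in COT. In CAR, its highest values were in libraries that stand apart, with 110.7 CPM in NoVTM_MG replicate 7 against 54.5 to 63.0 CPM in the other NoVTM_MG libraries.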

### 3.2. Functional Over-Representation Analysis

We retrieved significant biological processes (BP) and KEGG pathways by querying the DEGs of each contrast using the ShinyGO tool. Our approach identified 15 and 20 KEGG pathways from CAR and COT, respectively, that were over-represented by the DEGs (FDR ≤ 0.05). Likewise, 76 and 49 gene ontology BP terms were identified from CAR and COT, respectively (FDR ≤ 0.05). Figure 3 shows BP and KEGG pathways that were over-represented from DEGs of the VTM_MG vs. VTM_LG and VTM_MG vs. NoVTM_LG comparisons. The BP underlying the DEGs from CAR (Figure 3a) included, for example, regulation of molecular function and catalytic activity, organ morphogenesis and development (especially kidney and ureter). 

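Of the 16 genes the paper lists under regulation of catalytic activity for VTM_MG vs. VTM_LG in CAR, where 37 of its calls are higher and 21 lower, 14 were above 0 and 2 below, with a median log2 fold change of 0.31. Among them are TIMP2, which inhibits matrix metalloproteinases, and TSC2, a brake on growth signaling, whose log2 fold change was 0.25 (standard error 0.12, adjusted p = 0.969 from edgeR). Genes of proteolysis regulation went the same way, with 7 of 8 above 0 and a median of 0.53. The kidney and nephron terms were split: of CTNNB1, LAMB2, PAX2 and PAX8, the first pair was above 0 and the second below, and as a list they did not pass (adjusted p = 0.911 from camera; 2 higher and 2 lower when adjusted over the list alone). The terms were read from the paper's tables, whose genes were picked on these libraries, so these tallies are not independent evidence of a direction. EdgeR called 0 and DESeq2 4 of the 16 genes, and 14 had an unadjusted p under 0.05 in edgeR.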

For CAR, among the over-represented pathways (Figure 3b) were the fatty acid metabolism, steroid biosynthesis, and terpenoid backbone biosynthesis. 

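The pathways named for CAR share a small set of enzymes, and in VTM_MG vs. VTM_LG the fold changes of all of them were below 0. Steroid biosynthesis held FDFT1, MSMO1 and SQLE (3 of 3 below 0, median log2 fold change -0.52), terpenoid backbone biosynthesis held HMGCS1, ACAT2 and IDI1 (3 of 3 below 0, median -0.46), and fatty acid metabolism held ACAT2 and FADS1. IDI1, which makes the isoprenoid unit for sterols, was 38.6 ± 6.4 CPM (SD, n = 7) in VTM_MG and 50.1 ± 7.5 CPM (SD, n = 8) in VTM_LG, with an adjusted p of 0.277 from edgeR and 0.0289 from DESeq2. The lysosomal hydrolases CTSD, CTSZ and ACP2 were above 0, with a median of 0.40. As a list, the 5 named lysosome genes rose (5 of 5 above 0, adjusted p = 8.17e-09 from camera, and 1.63e-04 with an estimated correlation; 4 higher when adjusted over the list alone). The Lysosome term was itself over-represented in the paper's Table S3, so the direction is not independent evidence. The paper's over-representation test was not repeated here, since its background annotation is not at hand. The lysosome genes were also higher with moderate gain averaged over VTM (5 of 5 above 0, median 0.23, adjusted p = 5.05e-10 from camera, and 7.1e-05 with an estimated correlation; 5 higher when adjusted over the list alone). Their median was 0.40 in VTM_MG vs. VTM_LG and 0.10 in NoVTM_MG vs. NoVTM_LG (interaction: 4 of 5 above 0, median 0.33, adjusted p = 0.0199 from camera, and 0.0954 with an estimated correlation). These values use the same CAR libraries, so they are not independent evidence either.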

Due to the reduced number of DEGs, the contrasts NoVTM_MG vs. NoVTM_LG, VTM_MG vs. NoVTM_LG, and VTM_MG vs. NoVTM_LG from CAR did not retrieve any significantly enriched BP or KEGG pathways. 

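Of the 8 genes the paper lists under metal ion homeostasis for VTM_MG vs. NoVTM_LG in COT, where 47 of its calls are lower and 6 higher, 7 were below 0, with a median log2 fold change of -0.32. They include the transferrin receptor TFRC, at 409.9 ± 90.0 CPM (SD, n = 8) in VTM_MG and 553.3 ± 171.5 CPM (SD, n = 8) in NoVTM_LG, the sodium pump subunit ATP1B1 and the magnesium transport protein CNNM2. All 15 genes of regulation of developmental process were below 0, with a median of -0.32, and so were all 10 of regulation of response to stress, with a median of -0.33. The HIF-1 signaling genes SLC2A1, EGFR and TFRC were below 0, and so were MTR and DNMT3B of cysteine and methionine metabolism (median -0.25). As a list, calcium, magnesium and phosphate transport, which holds CNNM2, did not pass the test (1 of 3 above 0, adjusted p = 0.437 from camera). The genes of each term are those the paper called on these libraries, so they are not independent evidence of a direction. Of the 8 metal ion genes, edgeR called 0 and DESeq2 called 3, and all 8 had an unadjusted p under 0.05 in edgeR.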

Regarding COT, BP underlying the DEGs (Figure 3c) included metal ion homeostasis, ion transport, and regulation of developmental processes and response to stress, whereas the over-represented pathways (Figure 3d) included PPAR signaling, thyroid hormone signaling, adipocytokine signaling, insulin resistance, HIF-1 signaling, and cysteine and methionine metabolism. Biological processes and pathways identified for all the comparisons are provided in Tables S3 and S4.

## 4. Discussion

Nutrient demand increases throughout gestation to meet the requirements of the developing fetus. Growing evidence has shown that poor maternal nutrition, including vitamin and mineral deficiency, has adverse impacts on early placental development, with long-lasting effects on fetal programming of pre and postnatal growth and development [2,3,4,16]. In this study, we examined the impact of maternal vitamin and mineral supplementation (from pre-breeding to day 83) and two rates of gain (low or moderate) during the first 83 days of pregnancy on the gene expression of maternal (CAR) and fetal (COT) placental tissues. Our findings demonstrate that vitamin and mineral supplementation and rate of gain led to differential gene expression of CAR and COT tissues. However, the effect of rate of gain seems to be stronger on the maternal side, as for COT, few or no genes were identified as differentially expressed for the comparisons VTM_MG vs. VTM_LG and NoVTM_MG vs. NoVTM_LG. These findings suggest potential placental adaptations in response to maternal vitamin and mineral supplementation and rate of gain as indicated by the over-represented biological processes and pathways.

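Moderate gain lowered cholesterol biosynthesis genes in CAR on average over NoVTM and VTM. All 8 were below 0, with a median log2 fold change of -0.30 (adjusted p = 2e-16 from camera, and 0.00247 with an estimated correlation; 8 lower when adjusted over the list alone). The median was -0.50 in VTM_MG vs. VTM_LG and -0.12 in NoVTM_MG vs. NoVTM_LG (interaction: 8 of 8 below 0, median -0.41, adjusted p = 1.52e-07 from camera, and 0.0954 with an estimated correlation). Interferon response and antigen presentation genes were higher with moderate gain in CAR on average over NoVTM and VTM (5 of 5 above 0, median 0.33, adjusted p = 7.91e-07 from camera, and 0.0349 with an estimated correlation; 5 higher when adjusted over the list alone). The median was 0.74 in NoVTM_MG vs. NoVTM_LG and -0.08 in VTM_MG vs. VTM_LG (interaction: median -0.73, adjusted p = 1.54e-04 from camera, and 0.117 with an estimated correlation). In COT, the 8 cholesterol genes were below 0 as well, with a median of -0.12 (adjusted p = 6.85e-10 from camera, and 0.0413 with an estimated correlation; 7 lower when adjusted over the list alone). The study picked the cholesterol and interferon genes in CAR, so their CAR averages and interactions are not independent evidence. The COT values are not fully free of that choice, since 26 of the heifers are the same. Tested directly, the difference between the tissues in the effect of gain passed for cholesterol genes, which fell further in CAR (adjusted p = 0.00333 from camera), but not with an estimated correlation (adjusted p = 0.336 with an estimated correlation). For single genes, edgeR and DESeq2 each found 0 differences between the tissues in the effect of gain (382 and 473 at an unadjusted p under 0.05), and edgeR with the heifer as a paired replicate block found 0 (162 at an unadjusted p under 0.05). Within a tissue, the average effect of gain gave 0 genes in edgeR in CAR and in COT (389 higher and 331 lower, and 260 higher and 175 lower, at an unadjusted p under 0.05), and 11 and 1 in DESeq2. The paper reasons from its low numbers of DEGs in the COT contrasts of moderate with low gain that rate of gain seems to act more strongly on the maternal side.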

While our model achieved the targeted rates of gain (as designed), we did not find significant differences in fetal size or gravid uterine weight among the treatments [27]. On the other hand, fetal liver weight was greater (*p*-value = 0.05) from dams fed VTM than NoVTM [27]. Likewise, amino acid concentrations of maternal serum and allantoic and amniotic fluid in the same samples used in the current study were affected by vitamin and mineral supplementation and/or rate of gain [25]. Evidence suggests that biological mechanisms regulating normal growth, development, and nutrient utilization are programmed in utero for postnatal growth and adult function even during the earliest stages of development [40]. Additionally, large amounts of epidemiological data have shown that an impaired intrauterine environment has long-term consequences (reviewed in [4,41]). The key role performed by the placenta is mediated by changes in the gene expression that leads to differential programming of fetal tissues. Thus, imbalances in maternal vitamin and mineral availability during critical windows of development play a role in fetal tissue development as observed in fetal liver size.

Although no signs of vitamin and mineral deficiency or overload were observed in these pregnant beef heifers, changes in gene expression and concentrations of amino acids in fetal fluids suggest physiological adaptations to meet the fetal and maternal metabolic needs. Furthermore, the changes in gene expression of CAR seem to be greater than in COT as more DEGs were identified and were mainly upregulated. 

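Cholesterol genes, which the study found in CAR, had a larger median change in CAR, and sodium transport genes, which it found in COT, had a larger one in COT. In VTM_MG vs. VTM_LG, the median log2 fold change of the cholesterol genes was -0.50 in CAR and -0.17 in COT, and the difference between the tissues was not tested in this contrast. For VTM averaged over both rates of gain, the sodium transport genes had a median of -0.30 in COT (3 of 3 below 0, adjusted p = 5.38e-06 from camera, and 0.0179 with an estimated correlation; 3 lower when adjusted over the list alone) and of -0.135 in CAR (3 of 3 below 0, adjusted p = 0.0139 from camera; 1 lower when adjusted over the list alone). The CAR value was not called with an estimated correlation (adjusted p = 0.106 with an estimated correlation). The difference between the tissues for this list had an adjusted p of 0.0122 from camera, and of 0.154 with an estimated correlation. Both lists were larger in the tissue where they had been picked, so these medians are not independent evidence of which tissue responds more. In single genes, VTM averaged over gain gave 287 higher and 327 lower genes in CAR and 244 higher and 419 lower in COT at an unadjusted p under 0.05. EdgeR called 0 of these in each tissue, and DESeq2 called 5 in CAR and 14 in COT.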

We know that changes in maternal metabolism are sensed by the placenta to meet fetal nutrient requirements based on the maternal resources available [5,42]. Thus, the dam may insulate the fetus against short-term nutrient imbalances by using their body reserves to sustain fetal growth [5]. Alternatively, the fetal placenta (COT) has specific homeostatic mechanisms to insulate the fetus, as suggested by the differential expression of glucose transporter genes.

### 4.1. Pathways Underlying Caruncular Differential Gene Expression

The placenta can adapt its capacity to supply nutrients in response to insults in the maternal-fetal environment [6]. Here, we found that vitamin and mineral supplementation combined with low or moderate gain affected pathways related to energy metabolism. Additionally, several BP and KEGG pathways underlying fatty acid metabolism, hormone biosynthesis, and amino acid degradation were identified in CAR. These are processes that require vitamins and minerals as structural components or enzymatic co-factors [14].

Underlying the fatty acid metabolism pathway, we identified *FADS1* and *ACAT2* as DEG for CAR. 

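Both genes were lower in CAR in VTM_MG than in VTM_LG. FADS1 (ENSBTAG00000022294), the desaturase that forms arachidonic and eicosapentaenoic acid, was 27.4 ± 4.5 CPM (SD, n = 7) in VTM_MG and 36.7 ± 8.5 CPM (SD, n = 8) in VTM_LG. Its log2 fold change was -0.70 (standard error 0.16, adjusted p = 0.336 from edgeR, and 0.0454 from DESeq2). ACAT2 (ENSBTAG00000002827), which condenses acetyl-CoA at the start of sterol synthesis, was 45.1 ± 9.2 CPM (SD, n = 7) in VTM_MG and 50.6 ± 5.3 CPM (SD, n = 8) in VTM_LG, with a log2 fold change of -0.34 (standard error 0.089, adjusted p = 0.503 from edgeR, and 0.147 from DESeq2). The highest ACAT2 value in VTM_MG, 65.3 CPM, came from replicate 76, a library that stands apart from the others, and the remaining 6 lay between 38.8 and 45.4 CPM. MID1IP1, a regulator of fatty acid synthesis and the other named member of that list, had a log2 fold change of 0.04 (standard error 0.094, adjusted p = 0.991 from edgeR).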

The *FADS1* gene codes for a rate-limiting enzyme involved with the metabolism and degradation of polyunsaturated fatty acids, such as docosahexaenoic acid and arachidonic acid [43]. Likewise, the protein encoded by *ACAT2* acts in lipid biosynthesis and regulates the synthesis of cholesteryl ester [44]. 

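SREBF2 (ENSBTAG00000014265) encodes the transcription factor that switches on cholesterol synthesis and uptake. In CAR it was 146.6 ± 33.2 CPM (SD, n = 7) in VTM_MG, 183.6 ± 21.7 CPM (SD, n = 8) in VTM_LG, 147.4 ± 28.4 CPM (SD, n = 7) in NoVTM_MG and 182.6 ± 33.5 CPM (SD, n = 7) in NoVTM_LG, so that both groups with low gain lay above both with moderate gain. The log2 fold change was -0.36 for VTM_MG vs. VTM_LG (standard error 0.086, adjusted p = 0.336 from edgeR, and 0.0606 from DESeq2) and 0.32 for VTM_LG vs. NoVTM_MG (standard error 0.077, adjusted p = 0.288 from edgeR, and 0.041 from DESeq2). With its partners of sterol sensing and uptake, INSIG1 and LDLR, it formed a list of 3 with 2 below 0 and 1 above in VTM_MG vs. VTM_LG (adjusted p = 0.0136 from camera; 1 lower when adjusted over the list alone), a call that was lost with an estimated correlation (adjusted p = 0.11 with an estimated correlation). In VTM_LG vs. NoVTM_MG, all 3 were above 0 with a median of 0.075 (adjusted p = 0.0405 from camera, and 0.176 with an estimated correlation; 1 higher when adjusted over the list alone). The study picked SREBF2 in CAR, so its direction there is not independent evidence.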

Additional genes related with cholesterol metabolism include *SREBF2*, which was upregulated in the VTM_LG vs. NoVTM_MG and downregulated in VTM_MG vs. VTM_LG in CAR. Sterol regulatory element-binding proteins (SREBPs) are transcription factors involved in cholesterol homeostasis and fatty acid uptake [45]. Steroid biosynthesis and sterol metabolic process were over-represented in our functional analysis of DEGs in CAR. Among the differentially expressed sterol-regulated genes underpinning cholesterol biosynthesis, we identified *HMGCS1*, *FDFT1*, *MSMO1*, and *SQLE* downregulated in VTM_MG vs. VTM_LG in CAR. 

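The named cholesterol biosynthesis genes fell as a group in CAR in VTM_MG vs. VTM_LG. All 8 named members (of 21 in the list) were below 0, with log2 fold changes from -0.80 to -0.34 (adjusted p = 1.13e-19 from camera, and 0.001 with an estimated correlation; 8 lower when adjusted over the list alone). SQLE (ENSBTAG00000005498), which commits squalene to sterols, was 39.5 ± 10.8 CPM (SD, n = 7) in VTM_MG and 65.7 ± 16.6 CPM (SD, n = 8) in VTM_LG, and MSMO1 (ENSBTAG00000003068), a later step, was 96.4 ± 22.8 CPM (SD, n = 7) and 137.1 ± 25.2 CPM (SD, n = 8). HMGCS1 (ENSBTAG00000011839), at the start of the pathway, was 141.8 ± 79.5 CPM (SD, n = 7) in VTM_MG and 202.1 ± 83.8 CPM (SD, n = 8) in VTM_LG. FDFT1 (ENSBTAG00000012432) was 44.9 ± 20.9 CPM (SD, n = 7) and 49.8 ± 15.4 CPM (SD, n = 8), a difference within the spread between replicates before adjustment for farm and surrogate variables. As single genes, SQLE and MSMO1 had an adjusted p of 0.869 and HMGCS1 of 0.503 from edgeR, and 0 of the 4 genes was called by edgeR or by DESeq2's Wald test. In COT, where the study did not pick them, the 8 genes were also below 0 in this contrast (adjusted p = 1.24e-08 from camera, and 0.0434 with an estimated correlation; 1 lower when adjusted over the list alone). In 5 of 100 splits of the COT libraries (the real one included), the median of the list was at least as large. Chance could therefore not be excluded for the COT value. The study chose all 8 genes on these CAR libraries, so the CAR direction is not independent evidence. The list was higher in VTM_LG than in NoVTM_MG (8 of 8 above 0, median 0.38, adjusted p = 3.85e-13 from camera, and 0.00708 with an estimated correlation; 8 higher when adjusted over the list alone).

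**Figure D2:**
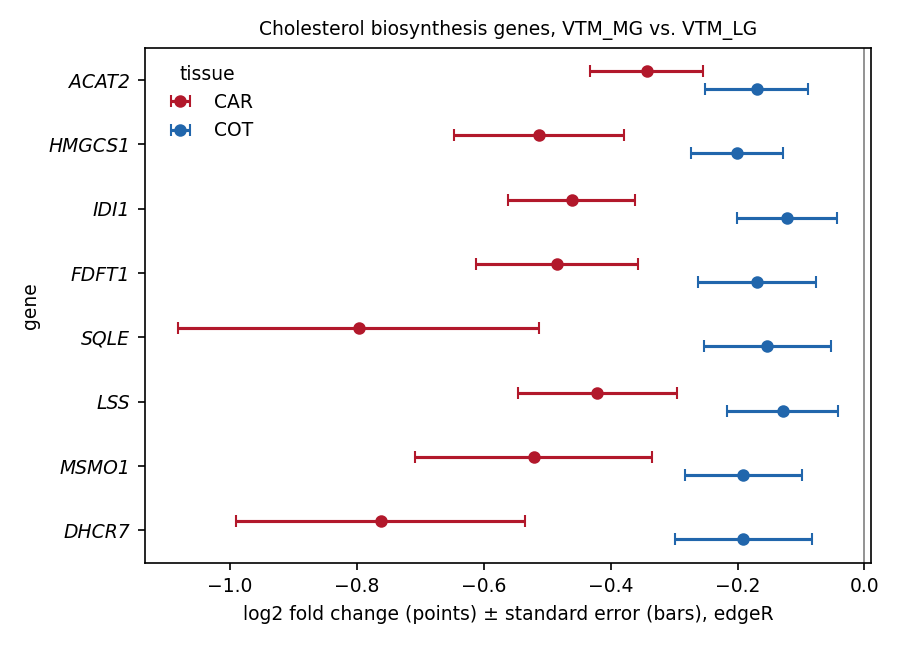
Log2 fold change in VTM_MG vs. VTM_LG (horizontal axis) of the 8 cholesterol biosynthesis genes (vertical axis) in CAR and COT, as points with bars of 1 standard error from edgeR. All points lie below 0, from -0.80 to -0.34 in CAR and from -0.20 to -0.12 in COT.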

Cholesterol is important for fetal development as a component in the cell membranes of the growing placenta and fetus [46]. Furthermore, cholesterol is the precursor of all steroid hormones, such as progesterone, that are required for normal gestation and fetal development [46]. The production of estrogens from cholesterol is supported by the enzymes present in the bovine trophoblast. According to Schuler et al. [47], the estrogen synthesized in the trophoblast suggests a role as local regulator of caruncular growth to produce a histotroph-like cell detritus. The histotroph in turn serves as an important source of nutrients for the fetus.

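The calcium signaling genes that the paper names had log2 fold changes of both signs in CAR in VTM_MG vs. NoVTM_MG, of which edgeR called 0. CALM2 (ENSBTAG00000001575), one of the genes for the calcium sensor calmodulin, was lower, at 1848 ± 330 CPM (SD, n = 7) in VTM_MG and 2128 ± 295 CPM (SD, n = 7) in NoVTM_MG. The log2 fold change of CALM2 was -0.29 (standard error 0.075, adjusted p = 0.399 from edgeR, and 0.0805 from DESeq2). CAMK2G (ENSBTAG00000012667), a calmodulin-dependent kinase, had a log2 fold change of 0.27 (standard error 0.071, adjusted p = 0.399 from edgeR, and 0.103 from DESeq2), at 37.2 ± 6.2 CPM (SD, n = 7) against 34.2 ± 5.4 CPM (SD, n = 7). BDKRB2 (ENSBTAG00000021717), a bradykinin receptor that relaxes vessels, had a log2 fold change of 0.51 (standard error 0.16, adjusted p = 0.609 from edgeR), at 11.9 ± 4.9 CPM (SD, n = 7) against 9.87 ± 2.85 CPM (SD, n = 7). ATP2B4 (ENSBTAG00000014059), a calcium pump of the cell membrane, had a log2 fold change of 0.29 (standard error 0.13, adjusted p = 0.795 from edgeR). Without surrogate variables, the value for ATP2B4 turned to -0.175, and its lowest value in NoVTM_MG, 7.11 CPM, came from replicate 7, which stands apart. As a list, the 6 calcium and cGMP-PKG signaling genes had no shared direction that passed the test in this contrast (4 of 6 above 0, adjusted p = 0.368 from camera; 3 higher and 2 lower when adjusted over the list alone), with members the study picked in CAR.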

From the contrast between VTM_MG vs. NoVTM_MG, we identified the genes *CALM2*, *ATP2B4*, *CAMK2G*, and *BDKRB2* as over-represented in the calcium signaling and cyclic guanosine monophosphate (CGMP)-PKG signaling pathways. Calcium is not only essential for fetal development but also is an intracellular messenger that regulates, for example, gene transcription and cell proliferation [48]. Furthermore, calcium-mediated systems may activate steroidogenic activity of bovine placentomes [49]. The cGMP-PKG pathway plays a key role in vascular homeostasis and is mediated by nitric oxide and decreased calcium concentrations [50,51]. Previous studies have shown that maternal dietary treatments may impact placental vascularity and uterine blood flow [7,10,29]. Although we have not measured vascular development in the current study, we identified blood circulation, smooth muscle contraction, and circulatory system processes among the over-represented BP in CAR of VTM-supplemented heifers. 

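The genes behind the circulation terms went both ways in CAR in VTM_MG vs. NoVTM_MG. Of the 6 genes of blood circulation, which are also the 6 of circulatory system process, 3 were above 0 and 3 below, with a median log2 fold change of -0.001. SMTN, a protein of contractile smooth muscle, had a log2 fold change of 0.32 (standard error 0.079, adjusted p = 0.357 from edgeR, and 0.0636 from DESeq2). ADRA2A, an adrenergic receptor that constricts vessels, had a log2 fold change of -1.21 (standard error 0.38, adjusted p = 0.609 from edgeR) at a low level, 0.68 ± 0.95 CPM (SD, n = 7) in VTM_MG and 2.84 ± 2.67 CPM (SD, n = 7) in NoVTM_MG. MYBPC2, a myosin-binding protein listed under muscle system process, had a log2 fold change of -0.93 (standard error 0.26, adjusted p = 0.503 from edgeR, and 0.0805 from DESeq2). Smooth muscle contraction held 3 genes, ATP2B4, BDKRB2 and ADRA2A, with 2 above 0 and 1 below. All 6 circulation genes had an unadjusted p under 0.05, edgeR called 0 of them and DESeq2 called 2. In angiogenesis, EPHB4 had a log2 fold change of 0.40 (standard error 0.12) and HMOX1 of 0.62 (standard error 0.27), with adjusted p values of 0.609 and 0.795 from edgeR.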

Despite the lack of information regarding the role of vitamins and minerals in “driving” the increase in placental vascularity in bovine, Gernand et al. [16] reported that the human placenta is rich in micronutrient-dependent antioxidant enzymes that support normal maternal-fetal circulation. Moreover, vitamins E and D are suggested to enhance the expression of angiogenic factors in the placenta [52,53].

Interestingly, we identified several BP related to kidney morphogenesis, which were over-represented among the DEGs from the VTM_MG vs. VTM_LG contrast. The *PAX2* and *PAX8* genes were among DEGs in the BP such as kidney epithelium development and metanephros morphogenesis. These genes encode transcription factors that orchestrate kidney development, which is important for regulation of cardiovascular function, including blood pressure, later in life [54]. Additionally, the protein encoded by *PAX8* plays a key role in the development of other organs and tissues by interacting with the WT1 transcription factor, which has an essential role in the normal development of the urogenital system [55]. 

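PAX2 and PAX8, transcription factors of kidney and reproductive tract development, were lower in CAR in VTM_MG than in VTM_LG. PAX2 (ENSBTAG00000021566) was 37.9 ± 6.2 CPM (SD, n = 7) in VTM_MG and 46.2 ± 7.8 CPM (SD, n = 8) in VTM_LG, with a log2 fold change of -0.36 (standard error 0.12, adjusted p = 0.847 from edgeR, and 0.506 from DESeq2). PAX8 (ENSBTAG00000019354) was 36.2 ± 12.5 CPM (SD, n = 7) and 44.3 ± 8.5 CPM (SD, n = 8), with a log2 fold change of -0.41 (standard error 0.20, adjusted p = 0.969 from edgeR, and 0.871 from DESeq2). The other genes of these terms were above 0: LAMB2, a laminin of the basement membrane, had a log2 fold change of 0.25 (standard error 0.084, adjusted p = 0.828 from edgeR), and CTNNB1, beta-catenin, of 0.22 (standard error 0.10, adjusted p = 0.969 from edgeR). The value for CTNNB1 turned to -0.007 without surrogate variables. The lowest PAX8 value in VTM_MG, 12.6 CPM, was in replicate 44, which stands apart, against 32.5 to 54.3 CPM in the other 6 libraries. Neither PAX gene passed edgeR's or DESeq2's Wald test, and DESeq2 with 5 surrogate variables, chosen after seeing the data, gave adjusted p values of 0.0787 and 0.0796.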

According to Christian et al. [15], changes in micronutrient availability may lead to hormonal adaptations, and consequently, affect kidney development and function. Moreover, Mao et al. [56] reported changes in the expression of placental genes that were involved with kidney function in mice fed high-fat or low-fat diets.

### 4.2. Pathways Underlying Cotyledonary Differential Gene Expression

The coordinated development and function between the CAR and COT placental tissues is responsible for providing the fetus with nutrients to support its metabolic demands [57]. Nonetheless, under nutritional stress, the placenta may increase the number and the surface area of cotyledons to improve the efficiency of placental transport [58]. These adjustments are not only related to placental vascular growth and angiogenesis [7,57] but also to the regulation of genes encoding for nutrient transporters [59]. As proposed by the placental nutrient sensing or fetal demand models [59,60], different mechanisms and placental responses underlie fetal-maternal nutrient cross-talk. Based on these models, maternal downregulation of genes encoding for nutrient transporters may lead to upregulation of fetal genes, and vice-versa, to balance maternal nutrient availability and fetal nutrient demand [59]. We observed that most of the nutrient transport DEGs from COT were classified as downregulated in the supplemented groups. 

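Of the 14 genes that the paper lists under ion transport for VTM_MG vs. NoVTM_LG in COT, 13 were below 0, as were most of all its calls there (47 lower and 6 higher in the paper), with a median log2 fold change of -0.35, and all 14 had an unadjusted p under 0.05. Sodium transport fell as a list (3 of 3 below 0, median -0.435, adjusted p = 3.68e-08 from camera, and 0.00405 with an estimated correlation; 3 lower when adjusted over the list alone). Its members are the epithelial sodium channel subunits SCNN1B, at 28.9 ± 9.4 CPM (SD, n = 8) against 42.8 ± 17.7 CPM (SD, n = 8), and SCNN1G, at 187.4 ± 44.4 CPM (SD, n = 8) against 277.8 ± 105.8 CPM (SD, n = 8), and ATP1B1, at 338.9 ± 35.3 CPM (SD, n = 8) against 442.6 ± 78.3 CPM (SD, n = 8). As single genes they had adjusted p values of 0.876, 0.55 and 0.747 from edgeR, and SCNN1G and ATP1B1 had 0.0226 and 0.0935 from DESeq2. TFRC, which takes up iron, had a log2 fold change of -0.35 (standard error 0.097, adjusted p = 0.717 from edgeR, and 0.0811 from DESeq2), and CNNM2 of -0.30 (standard error 0.11, adjusted p = 0.869 from edgeR). EdgeR called 0 and DESeq2 6 of the 14 ion transport genes (SCNN1B and CNNM2 had no adjusted p from DESeq2), which the study picked on these libraries, so the direction is not independent evidence. In VTM_LG vs. NoVTM_LG, the 3 sodium transport genes were below 0 with a median of -0.33 (adjusted p = 8.87e-04 from camera, and 0.13 with an estimated correlation; 1 lower when adjusted over the list alone).

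**Figure D3:**
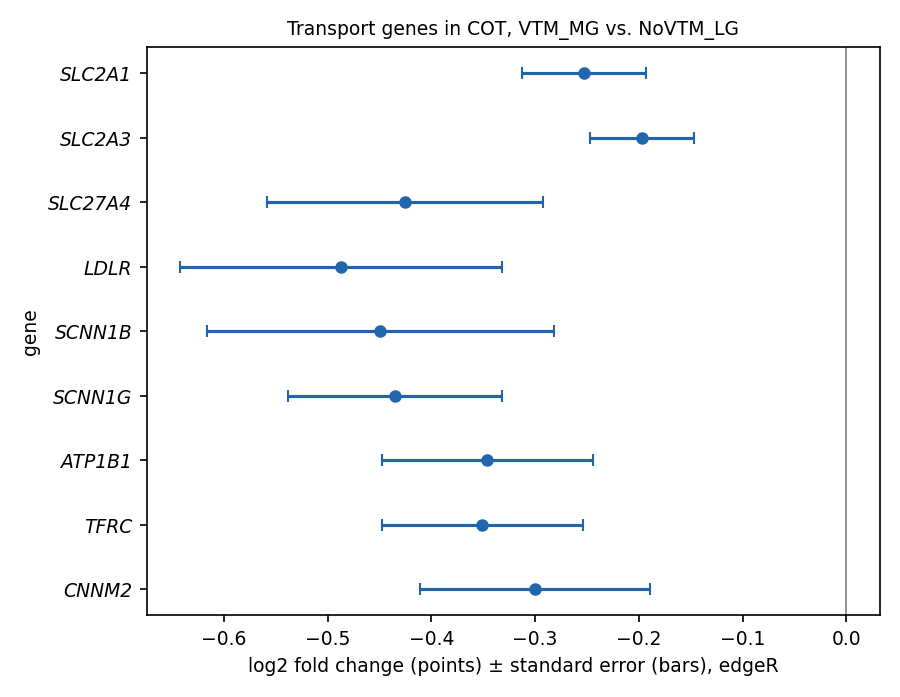
Log2 fold change in COT in VTM_MG vs. NoVTM_LG (horizontal axis) of 9 transport genes (vertical axis), as points with bars of 1 standard error from edgeR. All 9 points lie below 0, from -0.49 (LDLR) to -0.20 (SLC2A3).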

In light of the above-mentioned models, this may suggest that the fetuses from supplemented dams met their nutritional requirements, whereas the non-supplemented fetuses optimized nutrient transport by upregulating gene expression. Furthermore, the rate of gain (i.e., maternal dietary intake to support a moderate or low rate of gain) seems to not affect COT gene expression under the conditions tested in the current study. 

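Rate of gain came with small changes of gene groups in COT. Fatty acid uptake genes were lower with moderate gain averaged over VTM (3 of 3 below 0, median log2 fold change -0.11, adjusted p = 6.69e-04 from camera, and 0.0374 with an estimated correlation; 1 lower when adjusted over the list alone). Interferon response genes were higher (4 of 5 above 0, median 0.21, adjusted p = 0.00584 from camera, and 0.0585 with an estimated correlation; 2 higher when adjusted over the list alone), a call that was lost without surrogate variables. Among supplemented heifers, tRNA synthetase genes were lower in VTM_MG than in VTM_LG (4 of 4 below 0, median -0.15, adjusted p = 2.53e-05 from camera, and 0.0434 with an estimated correlation; 2 lower when adjusted over the list alone). The study picked the fatty acid uptake genes in VTM_MG vs. NoVTM_LG and the tRNA synthetases in VTM_LG vs. NoVTM_LG, both in COT. These contrasts share libraries with the tests here, so the directions are not independent evidence of an effect of gain. The members of the interferon list were picked in CAR, and 26 heifers gave both tissues. For single genes, VTM_MG vs. VTM_LG gave 0 calls by edgeR and by DESeq2's Wald test, with 226 higher and 140 lower at an unadjusted p under 0.05 in edgeR, and the interaction of VTM with gain gave 0 by both, with 191 higher and 165 lower. From the lower expression of transport genes in supplemented groups, and models in which fetal and maternal transport balance each other, the paper raises the possibility that fetuses of supplemented dams met their needs while those of non-supplemented dams optimized transport.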

According to Thayer et al. [5], the dam may homeostatically regulate macronutrient availability by mobilizing the maternal body’s reserve to supply the fetus. On the other hand, the authors argue that the body’s available store of micronutrients, such as vitamins and minerals, is limited, which may compromise their supply to the fetus when the maternal diet is micronutrient restricted [5].

Placental nutrient transporters are important for delivering nutrients such as glucose, amino acids, and fatty acids to the fetus [61]. Biological processes related to nutrient transport and ion transport were over-represented in our findings. Pathways related to insulin secretion and resistance, biosynthesis of amino acids, and PPAR signaling underlie the DEGs from the VTM_MG vs. NoVTM_LG groups in COT. 

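The insulin, amino acid and PPAR pathways of COT rest on a few genes that were all lower in VTM_MG than in NoVTM_LG. Insulin secretion held SLC2A1 and ATP1B1 (median log2 fold change -0.30), insulin resistance held SLC2A1 and SLC27A4 (median -0.34), biosynthesis of amino acids held MTR and ARG2 (median -0.43), and PPAR signaling held ACSL3, PLIN2 and SLC27A4 (median -0.38). DESeq2 called SLC2A1 and ATP1B1 and gave no adjusted p for the other 5 genes, which its filter on mean counts left out, while edgeR called 0 in each of the 4 pathways, and every gene named had an unadjusted p under 0.05. In the list of insulin and IGF signaling, TSC2 and ENPP1 are the named members, too few for a list test.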

Insulin is a potent hormone involved with energy metabolism and is essential for regulating glucose uptake and its serum levels [62]. Due to their role as cofactors in metabolic pathways, some minerals have been suggested to enhance insulin action [2]. For example, chromium improves glucose homeostasis through increased insulin sensitivity [63]. Glucose is the primary metabolic fuel for fetal metabolism, and it is crucial for fetal development [59]. Batistel et al. [64] reported that methionine supplementation during late gestation changed the expression profile of genes related to transport of amino acids, fatty acids, glucose, and vitamins of placentomes from dairy cows. Among the DEGs encoding glucose transporters, we identified *SLC2A1* (*GLUT1*) and *SLC2A3* (*GLUT3*). 

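Both glucose transporters were lower in COT in VTM_MG than in NoVTM_LG by amounts larger than their standard errors. SLC2A1 (ENSBTAG00000009617), the basal glucose transporter GLUT1, was 425.9 ± 31.2 CPM (SD, n = 8) in VTM_MG and 508.3 ± 50.7 CPM (SD, n = 8) in NoVTM_LG. Its log2 fold change was -0.25 (standard error 0.060, adjusted p = 0.55 from edgeR, and 0.0226 from DESeq2). SLC2A3 (ENSBTAG00000004556), the high-affinity transporter GLUT3, was 654.3 ± 59.2 CPM (SD, n = 8) and 764.9 ± 150.6 CPM (SD, n = 8), with a log2 fold change of -0.20 (standard error 0.050, adjusted p = 0.645 from edgeR, and 0.0566 from DESeq2). In VTM_LG vs. NoVTM_LG, SLC2A3 had a log2 fold change of -0.135 (standard error 0.059, adjusted p = 0.991 from edgeR, and 0.878 from DESeq2), and SLC2A1 one of -0.089 (standard error 0.070, adjusted p = 0.998 from edgeR). SLC2A1 was at -0.22 in NoVTM_MG vs. NoVTM_LG (standard error 0.062, unadjusted p = 0.00137 and adjusted p = 1 from edgeR) and at -0.031 in VTM_MG vs. NoVTM_MG (standard error 0.065), where SLC2A3 was at -0.056 (standard error 0.053) and -0.14 (standard error 0.054). The lowest SLC2A1 value of VTM_LG, 305 CPM, was in replicate 18, which stands apart, against 465 to 514 CPM in the other 6 libraries. In CAR, the log2 fold changes of the 2 genes in VTM_MG vs. NoVTM_LG were 0.003 (standard error 0.11) and -0.036 (standard error 0.10), with an adjusted p of 1 from edgeR.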

We also identified the *INSIG1* gene as differentially expressed. 

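INSIG1 (ENSBTAG00000001592), which holds the sterol-sensing complex in the endoplasmic reticulum, was lower in COT in VTM_MG, at 206.5 ± 56.3 CPM (SD, n = 8), than in NoVTM_LG, at 279.8 ± 68.4 CPM (SD, n = 8). The log2 fold change was -0.365 (standard error 0.11, adjusted p = 0.74 from edgeR, and 0.0935 from DESeq2). LDLR, the receptor for low-density lipoprotein, was 128.6 ± 16.7 CPM (SD, n = 8) against 190.1 ± 66.1 CPM (SD, n = 8), with a log2 fold change of -0.49 (standard error 0.16, adjusted p = 0.827 from edgeR, and 0.0935 from DESeq2). With SREBF2, these genes of sterol sensing and uptake fell as a list (3 of 3 below 0, adjusted p = 1.34e-04 from camera, and 0.0139 with an estimated correlation; 2 lower when adjusted over the list alone). INSIG1 and LDLR were picked by the study in COT, so the direction is not independent evidence. In VTM_LG vs. NoVTM_LG, INSIG1 had a log2 fold change of -0.33 (standard error 0.13, adjusted p = 0.991 from edgeR), and its CPM in VTM_LG spread from 169.0 to 573.3.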

The protein encoded by *INSIG1* regulates cholesterol metabolism, lipogenesis, and glucose homeostasis. Furthermore, INSIG1 controls cholesterol synthesis through the SREBP and HMGCS1 proteins [65].

In addition to glucose, fatty acids are an important source of energy for placental function and fetal growth [66]. According to Lewis et al. [67], fatty acids are the precursors for PPAR transcription factors. PPARs are nuclear hormone receptors that are active in embryonic development and tissue differentiation through regulation of gene expression [66]. In the PPAR signaling pathway, we identified *ACSL3*, *SLC27A4*, and *PLIN2* as over-represented DEGs for COT from the contrast VTM_MG vs. NoVTM_LG. 

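The named genes that take up and store fatty acids fell as a group in COT in VTM_MG vs. NoVTM_LG. All 3 named members (of 29 in the list) were below 0 (adjusted p = 2.25e-08 from camera, and 4.49e-04 with an estimated correlation; 3 lower when adjusted over the list alone). ACSL3 (ENSBTAG00000017258), which activates long-chain fatty acids, was 68.4 ± 7.4 CPM (SD, n = 8) in VTM_MG and 83.1 ± 10.0 CPM (SD, n = 8) in NoVTM_LG. Its log2 fold change was -0.31 (standard error 0.064, adjusted p = 0.228 from edgeR). SLC27A4 (ENSBTAG00000015436), a fatty acid transporter, had 79.9 ± 28.3 CPM (SD, n = 8) and 116.6 ± 37.2 CPM (SD, n = 8), a log2 fold change of -0.425 (standard error 0.13, adjusted p = 0.789 from edgeR). PLIN2 (ENSBTAG00000005718), which coats lipid droplets, had 61.1 ± 12.4 CPM (SD, n = 8) and 81.4 ± 24.6 CPM (SD, n = 8), a log2 fold change of -0.38 (standard error 0.14, adjusted p = 0.837 from edgeR). DESeq2's Wald test gave no adjusted p for the 3 genes, which its filter on mean counts left out, and with 5 surrogate variables, chosen after seeing the data, it gave 4.95e-04, 0.00427 and 0.0808. The study picked the 3 genes in this contrast, so their direction is not independent evidence.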

The *ACSL3* and *SLC27A4* genes encode proteins that are able to activate long chain fatty acids [68]. According to Nakahara et al. [69], the ACSL3 protein is involved with fatty acids uptake for synthesis of cellular lipids and degradation via beta-oxidation, while SLC27A4 acts in fatty acids transport [59]. The gene *PLIN2* is important for trophoblastic lipid droplet accumulation [70]. We identified BP related to lipid biosynthesis and metabolism among the DEGs from the VTM_MG vs. VTM_LG comparison as well. The DEGs play roles in sphingolipid biosynthesis (*DEGS2*) [71] and phospholipid biosynthesis and remodeling (*LPCAT1*) of the lipid droplets [72].

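DEGS2 and LPCAT1 had higher fitted expression in COT in VTM_MG than in VTM_LG, and 2 other lipid genes had lower. DEGS2 (ENSBTAG00000009294), a desaturase and hydroxylase of ceramides, was near the limit of the filter, at 1.60 ± 0.48 CPM (SD, n = 8) in VTM_MG and 0.80 ± 0.52 CPM (SD, n = 7) in VTM_LG. For DEGS2 the log2 fold change was 1.27 (standard error 0.35, adjusted p = 1 from edgeR, and 0.379 from DESeq2). LPCAT1 (ENSBTAG00000000944) was 156.7 ± 52.7 CPM (SD, n = 8) and 133.0 ± 28.5 CPM (SD, n = 7), a difference within the spread between replicates, with a log2 fold change of 0.46 after adjustment for farm and surrogate variables (standard error 0.10, adjusted p = 0.789 from edgeR, and 0.173 from DESeq2). AKR1D1, a steroid reductase and the single named gene of steroid hormone synthesis, had a log2 fold change of -1.97 (standard error 0.46, adjusted p = 0.789 from edgeR), with values between 2.04 and 20.9 CPM in VTM_MG and between 2.83 and 39.1 CPM in VTM_LG. Lipid metabolic process in the paper's Table S4 holds these 3 genes and FADS1, with 2 above 0 and 2 below.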

Among the DEGs, we found that *AARS1, IARS1, GARS1,* and *NARS2* were upregulated in the VTM_LG vs. NoVTM_LG comparison in COT. These genes were over-represented in the aminoacyl-tRNA biosynthesis pathway, and they encode key enzymes required for protein biosynthesis [73]. Furthermore, the *ARG2* and *MTR* genes were downregulated in the VTM_MG vs. NoVTM_LG comparison, and these genes are involved in the biosynthesis of amino acids. 

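The named aminoacyl-tRNA synthetase genes rose as a group in COT in VTM_LG vs. NoVTM_LG. All 4 named members (of 37 in the list) were above 0, with log2 fold changes from 0.20 to 0.35 (median 0.23, adjusted p = 1.17e-08 from camera, and 0.00693 with an estimated correlation; 4 higher when adjusted over the list alone). NARS2, which charges asparagine tRNA in mitochondria, was 15.6 ± 3.4 CPM (SD, n = 7) in VTM_LG and 13.5 ± 1.1 CPM (SD, n = 8) in NoVTM_LG, with a standard error of 0.095 and a log2 fold change of 0.35. AARS1, IARS1 and GARS1, which charge alanine, isoleucine and glycine, had log2 fold changes of 0.21 (standard error 0.067), 0.25 (standard error 0.075) and 0.20 (standard error 0.072). Each of the 4 had an adjusted p of 0.991 from edgeR, and DESeq2 gave between 0.307 and 0.624. The study picked the 4 genes in this contrast, so their direction is not independent evidence. The effect of VTM on the list differed between the rates of gain (4 of 4 below 0 for the interaction, median -0.24, adjusted p = 7.98e-06 from camera, and 0.0418 with an estimated correlation; 4 lower when adjusted over the list alone). All 4 groups enter this interaction, so it is not independent of the study's choice of genes either. The lowest IARS1 value of VTM_LG, 33.2 CPM, was in replicate 18, which stands apart, against 55.7 to 82.1 CPM in the other 6 libraries.

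**Figure D4:**
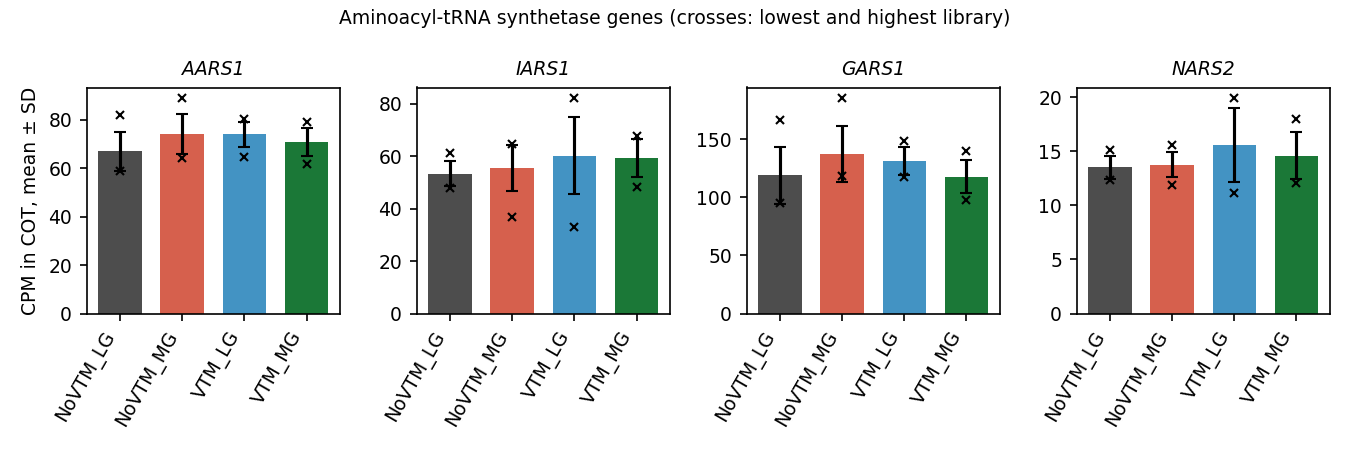
CPM in COT (vertical axis) of AARS1, IARS1, GARS1 and NARS2 in the 4 treatment groups (horizontal axis), with bars for the mean, lines for 1 SD and crosses for the lowest and highest library. Mean AARS1 was 74.1 CPM in VTM_LG and 67.0 CPM in NoVTM_LG.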

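The named genes of methionine, one-carbon, arginine and polyamine metabolism fell as a group in COT in VTM_MG vs. NoVTM_LG. Of the 6 named members (of 35 in the list), 5 were below 0 and 1 above (median log2 fold change -0.27, adjusted p = 1.62e-07 from camera, and 0.0139 with an estimated correlation; 5 lower when adjusted over the list alone). ARG2 (ENSBTAG00000001945), a mitochondrial arginase, was 50.4 ± 19.6 CPM (SD, n = 8) in VTM_MG and 85.1 ± 43.1 CPM (SD, n = 8) in NoVTM_LG. Its log2 fold change was -0.64 (standard error 0.22, adjusted p = 0.83 from edgeR). MTR (ENSBTAG00000012251), methionine synthase, which needs vitamin B12, was 92.9 ± 22.2 CPM (SD, n = 8) and 116.4 ± 40.5 CPM (SD, n = 8), with a log2 fold change of -0.22 (standard error 0.066, adjusted p = 0.764 from edgeR). DESeq2's Wald test filtered both genes out, and with 5 surrogate variables, chosen after seeing the data, its adjusted p values were 0.0676 and 0.0628. The list also holds the DNA methylation genes DNMT3B and TET3, and its members were picked by the study, so the direction is not independent evidence. Its median was at least as large in 5 of 100 splits of the COT libraries (the real one included), so chance could not be excluded. The effect of VTM on this list differed between the tissues (adjusted p = 0.00192 from camera), a call lost with an estimated correlation (adjusted p = 0.154 with an estimated correlation).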

The *ARG2* protein is involved in the conversion of L-arginine into L-ornithine, which is a precursor to polyamines that support cell proliferation [74], whereas MTR catalyzes the final step in methionine biosynthesis [75]. Menezes et al. [25] reported increased concentrations of methionine and arginine in allantoic fluid in response to vitamin supplementation and a moderate rate of gain when evaluating the pregnant heifers used in the current study, which further supports the current findings.

## 5. Conclusions

By applying a genome-wide transcriptomic analysis, we identified genes differentially expressed from caruncular and cotyledonary placental tissues of pregnant heifers in response to maternal nutrition. Vitamin and mineral supplementation and low or moderate rate of gain are associated with changes in gene expression in placental tissues. Functional analysis of DEGs pointed out the pathways underlying energy metabolism, hormone synthesis, and nutrient transport. These findings shed light on the mechanisms via which maternal nutrition may regulate placental function and, potentially, fetal growth and development. Furthermore, our findings, for the first time, unravel the putative placental adaptations in response to maternal vitamin and mineral supplementation from pre-breeding through to the first trimester (until day 83) of gestation.

## Figures and Tables

**Figure 1:**
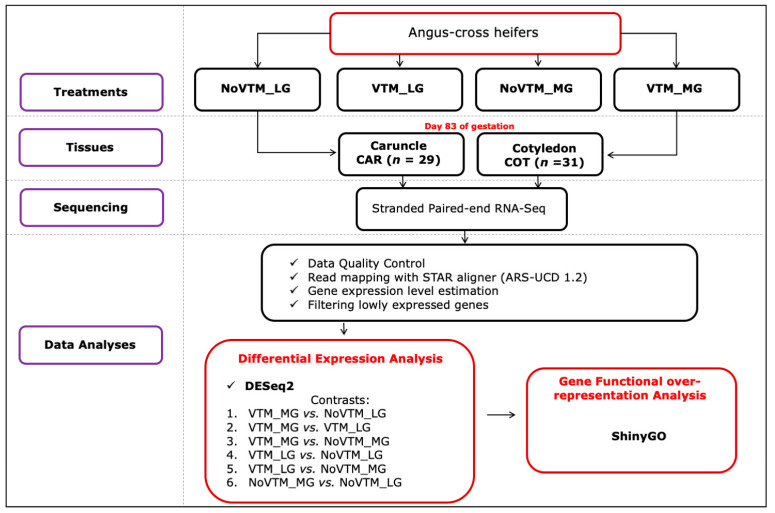
Experimental design and bioinformatics pipeline of the RNA-Seq-based differential expression analysis of bovine placental tissues—caruncle (CAR) and cotyledon (COT). The treatments were arranged as follows: NoVTM_LG—no vitamin and mineral supplementation and low gain; VTM_LG—vitamin and mineral supplementation and low gain; NoVTM_MG—no vitamin and mineral supplementation and moderate gain; and VTM_MG—vitamin and mineral supplementation and moderate gain.

**Figure 2:**
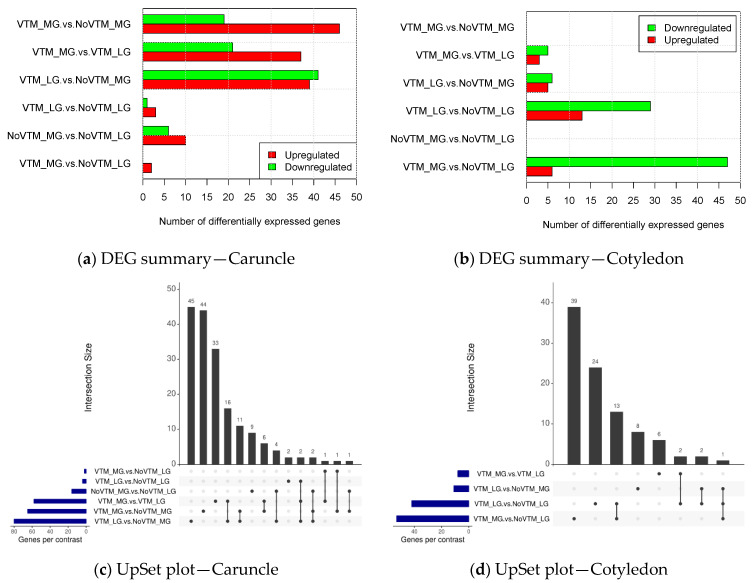
Differential gene expression summary of bovine placental tissues—caruncle (maternal placenta) (**a**) and cotyledon (fetal placenta) (**b**) (*padj* ≤ 0.1). The UpSet plot represents the intersection between the sets of differentially expressed genes (DEGs) from different contrasts of caruncle (**c**) and cotyledon (**d**). Each vertical bar shows the number of genes in the intersection. The dot plot reports the set participation in the intersection, and the horizontal bar graph reports the set sizes (total of DEGs). The treatments were arranged as follows: NoVTM_LG—no vitamin and mineral supplementation and low gain; VTM_LG—vitamin and mineral supplementation and low gain; NoVTM_MG—no vitamin and mineral supplementation and moderate gain; and VTM_MG—vitamin and mineral supplementation and moderate gain.

**Figure 3:**
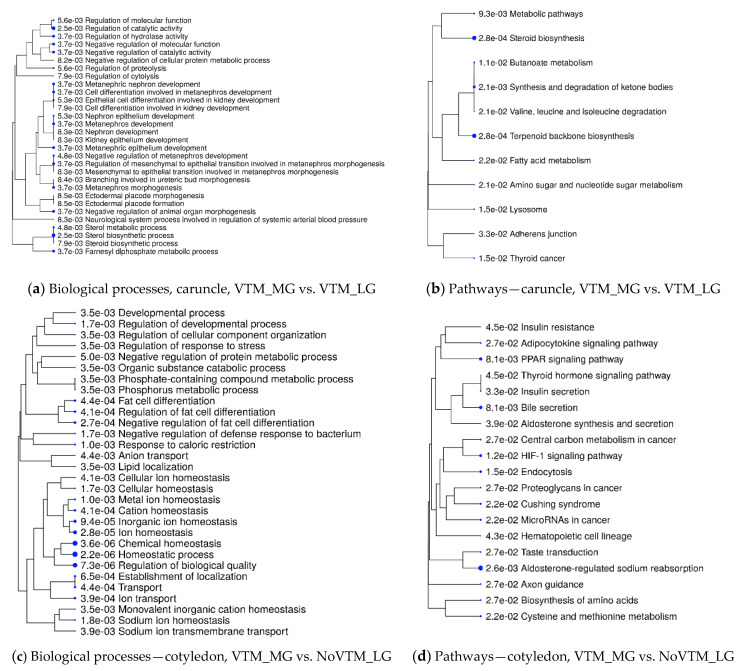
Functional over-representation analysis of differentially expressed genes (DEGs) from bovine placental tissues—caruncle (maternal placenta) and cotyledon (fetal placenta). Biological processes and KEGG pathways over-represented from DEGs in the caruncle (**a**,**b**) and cotyledon (**c**,**d**). The terms are hierarchically arranged based on functional similarity. The bigger the blue dot, the more significant the term is (FDR ≤ 0.05).

## Data Availability

All relevant data are within the paper and its Supplementary Information files. All sequencing data is publicly available on NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165378).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/12/3/385/s1, Table S1: Nutrient composition of total mixed ration and supplements provided to beef heifers; Table S2: Caruncular and cotyledonary RNA sequencing summary and mapping statistics; Table S3: Supplementary information related to the differentially expressed genes, biological processes, and pathways from caruncular tissue; Table S4: Supplementary information related to the differentially expressed genes, biological processes, and pathways from cotyledonary tissue.

How the deposited data were processed for this re-analysis (not part of the article)

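RNA of the maternal caruncle (CAR) and the fetal cotyledon (COT) was measured in 60 libraries of Angus-cross heifers at day 83 of gestation, in a design of no supplement or a vitamin and mineral supplement (NoVTM or VTM) by a low or a moderate rate of gain (LG or MG). Each library is 1 tissue of 1 heifer, 26 heifers gave both tissues, and no libraries were pooled. The authors prepared strand-specific libraries, sequenced paired-end reads, checked them with FastQC 0.11.8 and MultiQC 1.9, removed adaptor, low-complexity and low-quality reads, and mapped the rest with STAR 2.7.3a to the bovine genome ARS-UCD 1.2. The files hold raw counts of read pairs per Ensembl gene from STAR's gene counting, as whole numbers without normalization. The paper's text does not name which strand column of STAR's output was kept, nor how many surrogate variables its model held.

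The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1, sva 3.50.0 and DESeq2 1.42.0, whereas the paper used DESeq2 1.22.1. Genes with at least 1 CPM (counts scaled to an equal library total) in at least 0.5 of the libraries of a tissue were kept. The median library total was 15626168 counts in CAR and 16385904 in COT, and a simulation with 200 changed genes measured what could be called at this depth and number of libraries. For each tissue, 1 model of 4 group means was fitted with edgeR's quasi-likelihood test (TMM scaling, robust fit) with the farm of origin and surrogate variables from svaseq, whose number was estimated by permutation with 20 rounds and came to 3 in each tissue. The 6 pairwise contrasts, the average effects of VTM and of moderate gain and their interaction were tested, and a gene was called at a Benjamini-Hochberg adjusted p of 0.1 or less within a contrast, which is the paper's threshold. Whether an average effect differs between CAR and COT was tested in a model of all 60 libraries without surrogate variables, and again with the heifer as a paired replicate block in the heifers with both tissues.

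Of the 26 gene lists and 10 lists of cell type markers that were fixed, gene symbols were at hand only through Tables S3 and S4 of the paper. Of the gene lists, 11 had at least 3 named members and were tested with camera (preset correlation 0.01, then an estimated correlation), 8 had 1 or 2 named members, and 7 had none, so nothing was tested for amino acid transporters, selenoproteins or cell cycle genes. Of the marker lists, 9 had no named member, so the share of each tissue in the other was measured from genes specific to a tissue in these data. The paper's over-representation tests were not repeated, since the annotation behind them is not at hand. Instead, the genes of each term in the tables were tallied by direction.

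Genes are named in the text by a rule: every gene the paper names, in the tissue and contrasts for which it names it (their values in the tables had been seen), up to 10 higher and 10 lower called genes with a symbol per contrast, and list members that were called with up to 4 further members a list. TTC7A, PRPF31 and the other genes shared by the tissues fall under the first part. The alternatives tried were DESeq2's Wald test, size factors by relative log expression, no filter on low counts, no surrogate variables, 2 surrogate variables and leaving out farm 3. After the data had been seen, DESeq2 with 5 surrogate variables, leaving out 3 outlying libraries per tissue (with edgeR and with DESeq2) and leaving out 1 CAR library were added. The 5 surrogate variables were estimated on counts divided by size factors, and those of the other fits on raw counts. The effect of the number alone was therefore not tested. Without the outlying libraries the number of surrogate variables was estimated again, which gave 3 in CAR and 4 in COT, so that the COT fits were repeated with 3. The list tests of the difference between the tissues were repeated with the heifer as a block. For each tissue, 100 splits of the libraries into groups of the real sizes were fitted in the same way, surrogate variables included. The overlap between contrasts was tested in 20 simulations of unchanged groups and in 10 splits of the group that both contrasts share.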

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

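The tests of read quality and of the other tissue's RNA for the libraries that stand apart, and of gene lists with the heifer as a block, were chosen after the result was seen.

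In CAR, VTM_MG replicates 44 and 76 and NoVTM_MG replicate 7 lay far from the other libraries on the first principal component, and in COT the same held for VTM_LG replicate 18 and NoVTM_MG replicates 28 and 24. Over all libraries, the component did not follow the share of counts in genes specific to the other tissue (Spearman's rho = -0.224, permutation p = 0.243 in CAR, and rho = -0.003, permutation p = 0.987 in COT, adjusted p = 0.486 and 0.987 over 8 relations). Such a correlation cannot decide for single libraries. VTM_MG replicate 76 had the highest share in CAR (0.212%, median 0.0647%), so RNA of the other tissue stays open for it. A high share does not account for NoVTM_MG replicate 7 (0.0671%) or VTM_MG replicate 44 (0.0149%) in CAR. Nor does it for VTM_LG replicate 18 (0.0467%) and NoVTM_MG replicates 28 (0.066%) and 24 (0.0457%) in COT (median 0.0619%). RNA or read quality stays open as a candidate explanation, since the component fell with the percentage of reads aligned (rho = -0.586 in CAR and -0.737 in COT), but VTM_MG replicate 76 in CAR lay at 130.8 with 96.9% aligned, near the CAR mean, so low alignment does not account for that library. Whether the treatment group has a part cannot be told apart, because the libraries that stand apart are few (permutation p of the variance between the 4 groups 0.171 in CAR and 0.727 in COT). In CAR, all of them came from heifers with moderate gain, and a difference by gain alone was not tested. In COT, they came from VTM_LG and NoVTM_MG. The values that stood far from their group on these measures were NoVTM_MG replicate 7 in CAR (80 on the component, 96.3% aligned), VTM_MG replicate 44 in CAR (95.7% aligned), NoVTM_MG replicate 28 in COT (92.4% aligned) and VTM_LG replicate 18 in COT (165.9 on the component, 89.5% aligned).

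The second principal component of CAR (13.1% of the variance) followed the share of counts in 20 genes specific to COT (Pearson's r = 0.900, Spearman's rho = 0.953, permutation p = 1e-05 for each, the smallest the permutations can give, adjusted p = 4e-05; r = 0.871 without the 2 farthest libraries), and this share ranged from 0.00476% to 0.212%. Cotyledon tissue in the hand-dissected CAR libraries is a candidate explanation: if it were the cause, these genes should rise in proportion, and 18 of the 20 had slopes within a factor of 2 of the median. The median share of these genes was 0.0647% in CAR and 0.84% in COT itself. Per gene, the median level over the CAR libraries was 0.816% to 9.71% of the median in COT, a range that does not cover single libraries. The genes were picked on these libraries, not from a marker list. Whether the share differs between treatment groups is open (permutation p = 0.924), and a biological difference in these genes was not tested.

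Single libraries lay far from the rest of their group for 17 genes and 2 other measures. Of 256 groups tested, 27 held such a library, where chance gives about 1 in 20, or 12.8. In CAR, NoVTM_MG replicate 7 had the lowest PAX8 (21.7 CPM, others 37.8 to 49.3) and ATP2B4 (7.11, others 21.3 to 39.8) and the highest PTDSS2 (60.6, others 23.6 to 33.1) and PRPF31 (111, others 54.5 to 63). VTM_MG replicate 76 had the highest ACAT2 (65.3 CPM) and the lowest CAMK2G (24.8, others 34.4 to 43.2) and SERINC3 (23.5, others 67.5 to 94), VTM_MG replicate 44 the lowest PAX8 (12.6), and VTM_MG replicate 45 the lowest DNMT3B (1010, others 1110 to 1190). VTM_LG replicate 60 had the lowest LUM (382 CPM, others 531 to 638), and NoVTM_MG replicate 35 the highest NLRC5 (25.8, others 3.44 to 6.95). In COT, NoVTM_MG replicate 28 had the highest SLC27A4 (343 CPM, others 65.8 to 139) and the lowest FADS1 (24.1, others 37.5 to 41.9) and IARS1 (36.8, others 51.2 to 64.5). NoVTM_MG replicate 3 had the lowest LPCAT1 (101 CPM, others 153 to 211) and the highest AKR1D1 (50.4, others 3.4 to 9.84). VTM_LG replicate 18 had the lowest SLC2A1 (305 CPM) and IARS1 (33.2) and the highest PRPF31 (193, others 51.9 to 65.3), VTM_LG replicate 65 the lowest FADS1 (32.9, others 40.9 to 46.3), and NoVTM_LG replicate 15 the highest PAG18 (352, others 196 to 245).

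Differences between the tissues were tested for each gene list with camera on all 60 libraries, a model that leaves out the heifer. For the average effect of VTM, the lists of one-carbon metabolism (adjusted p = 0.00192) and sodium transport (adjusted p = 0.0122) were higher in CAR relative to COT. For the average effect of moderate gain, cholesterol biosynthesis was lower (adjusted p = 0.00333), and interferon response (adjusted p = 0.0371) and lysosome (adjusted p = 0.01) were higher. With an estimated correlation, each of the 5 was above the threshold (adjusted p = 0.154, 0.154, 0.336, 0.283 and 0.283). With the heifer as a block in the 26 heifers with both tissues, a test added after seeing the data, the adjusted p values were 0.00484, 0.0168, 0.00509, 0.0433 and 0.00568, and 0.14, 0.14, 0.405, 0.405 and 0.356 with an estimated correlation. Fatty acid uptake then passed too for moderate gain (adjusted p = 0.0221, and 0.168 with an estimated correlation).

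The effect of VTM differed between the rates of gain for 3 lists in CAR by camera, of which 1 was lost with an estimated correlation. These were cholesterol biosynthesis (8 of 8 below 0, median log2 difference -0.41, adjusted p = 1.52e-07 from camera, 0.0954 with an estimated correlation), interferon response (4 of 5 below 0, median -0.73, adjusted p = 1.54e-04, lost with an estimated correlation at 0.117) and lysosome (4 of 5 above 0, median 0.33, adjusted p = 0.0199, 0.0954 with an estimated correlation). In COT, the effect of VTM on aminoacyl-tRNA synthetases differed between the rates of gain (adjusted p = 7.98e-06 from camera). The study picked the members of these lists in the same tissue, in contrasts between groups that enter the interaction. The signs of these interactions are therefore not independent evidence.

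ENSBTAG00000016388, whose log2 fold change was -0.77 for VTM_MG vs. NoVTM_LG in COT, was called by edgeR (adjusted p = 0.0778) and lies outside the genes in the paper's tables.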

How the results depend on the processing

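DESeq2 with 5 surrogate variables, leaving out the outlying libraries (also with 3 surrogate variables kept) and leaving out NoVTM_MG replicate 35 were chosen after seeing the data. The fit with 5 also estimated its surrogate variables on counts divided by size factors, where the other fits used raw counts. Counts are genes at an adjusted p of 0.1 or less, edgeR's being 0 in each contrast but COT VTM_MG vs. NoVTM_LG (1). With size factors by relative log expression, all 20 counts stayed the same. Depth and library number limit small changes: edgeR called 3.0% of simulated changes of 0.25 (log2) and 80.3% of changes of 1 in CAR VTM_MG vs. VTM_LG.

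With DESeq2's Wald test, the CAR counts were 11 for gain, 5 for VTM, 16 for NoVTM_MG vs. NoVTM_LG, 38 for VTM_LG vs. NoVTM_MG, 1 for VTM_MG vs. NoVTM_LG, 28 for VTM_MG vs. NoVTM_MG and 15 for VTM_MG vs. VTM_LG, with an overlap of 5. The COT counts were 1 for gain, 14 for VTM and 12 for VTM_MG vs. NoVTM_LG.

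With DESeq2 and 5 surrogate variables, the CAR counts were 60 for gain, 7 for VTM, 13 for the interaction, 13 for NoVTM_MG vs. NoVTM_LG, 2 for VTM_LG vs. NoVTM_LG, 77 for VTM_LG vs. NoVTM_MG, 43 for VTM_MG vs. NoVTM_MG and 61 for VTM_MG vs. VTM_LG. The COT counts were 4 for gain, 84 for VTM, 1 for NoVTM_MG vs. NoVTM_LG, 48 for VTM_LG vs. NoVTM_LG, 2 for VTM_LG vs. NoVTM_MG, 92 for VTM_MG vs. NoVTM_LG, 1 for VTM_MG vs. NoVTM_MG and 7 for VTM_MG vs. VTM_LG. The overlaps were 18 in CAR and 21 in COT.

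With the outlying libraries left out, edgeR gave 1 in CAR for VTM_MG vs. NoVTM_MG and for VTM_MG vs. VTM_LG, and 1 in COT for gain and for VTM_LG vs. NoVTM_MG. With DESeq2 on the same libraries, the CAR counts were 24 for gain, 10 for VTM, 9 for the interaction, 18 for NoVTM_MG vs. NoVTM_LG, 2 for VTM_LG vs. NoVTM_LG, 29 for VTM_LG vs. NoVTM_MG, 6 for VTM_MG vs. NoVTM_LG, 24 for VTM_MG vs. NoVTM_MG and 17 for VTM_MG vs. VTM_LG. The COT counts were 3 for gain, 85 for VTM, 4 for the interaction, 1 for NoVTM_MG vs. NoVTM_LG, 42 for VTM_LG vs. NoVTM_LG, 4 for VTM_LG vs. NoVTM_MG, 65 for VTM_MG vs. NoVTM_LG, 1 for VTM_MG vs. NoVTM_MG and 11 for VTM_MG vs. VTM_LG. The overlaps were 4 in CAR and 15 in COT. In COT, these fits also changed the estimated number of surrogate variables, from 3 to 4. With 3 surrogate variables kept, edgeR gave 1 for gain, and 0 for VTM_LG vs. NoVTM_MG (558 at an unadjusted p under 0.05). DESeq2 with 3 kept gave 38 for VTM, 3 for gain, 7 for VTM_LG vs. NoVTM_LG, 3 for VTM_LG vs. NoVTM_MG, 19 for VTM_MG vs. NoVTM_LG, 1 for VTM_MG vs. NoVTM_MG and 6 for VTM_MG vs. VTM_LG, with an overlap of 0.

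With no filter on low counts, the COT counts were 2 for gain, 1 for the interaction, 1 for VTM_LG vs. NoVTM_LG, 1 for VTM_LG vs. NoVTM_MG, 1 for VTM_MG vs. VTM_LG and 0 for VTM_MG vs. NoVTM_LG. With no surrogate variables and with 2, COT gave 1 for gain and 0 for VTM_MG vs. NoVTM_LG. With farm 3 left out, which leaves fewer libraries, CAR gave 2 for VTM_MG vs. NoVTM_MG, and COT 14 for VTM and 1 for VTM_LG vs. NoVTM_LG. Without NoVTM_MG replicate 35, CAR gave 1 for NoVTM_MG vs. NoVTM_LG. The cause of these changes was not tested.

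Of the list tests, 32 passed in CAR and 43 in COT. With an estimated correlation, 18 and 23 passed, and with no surrogate variables 17 and 38. With the outlying libraries left out, 35 and 54 passed (39 in COT with 3 surrogate variables kept), and with farm 3 left out 40 and 42. Of the 72 pairs of a named gene and a contrast, all kept their direction (ADRA2A fell to the filter with farm 3 left out) except 4 with no surrogate variables: CTNNB1 (-0.007, CAR VTM_MG vs. VTM_LG), HMGCS1 (-0.096, CAR VTM_LG vs. NoVTM_LG), ATP2B4 (-0.175) and SERINC3 (-0.014, both CAR VTM_MG vs. NoVTM_MG), and the cause was not tested.

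With the heifer as a paired replicate block, the difference between the tissues gave 0 genes for VTM and 0 for gain in edgeR (420 and 162 at an unadjusted p under 0.05), where the unpaired model gave 0 and 0 in edgeR (387 and 382) and in DESeq2 (398 and 473).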

Differences from the paper's values

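The paper's threshold, an adjusted p of 0.1 or less, was used throughout, and the paper's values per contrast are counts in its Tables S3 and S4. A value is said to differ where 1 of the 2 is more than 1.5 times the other, or where only 1 of them is 0, so smaller gaps are not counted. DESeq2 with 5 surrogate variables and leaving out the outlying libraries were chosen after the values were seen.

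Over both tissues, 1 unique gene was called, and the paper's value is 267. In CAR, 0 genes were called higher and 0 lower over the contrasts, and the paper's values are 137 and 88. In COT, 0 were called higher and 1 lower, and the paper's values are 27 and 87. Between VTM_MG vs. VTM_LG and VTM_LG vs. NoVTM_MG in CAR, 0 genes were shared, and the paper's value is 18. Between VTM_LG vs. NoVTM_LG and VTM_MG vs. NoVTM_LG in COT, 0 were shared, and the paper's value is 14. Called in both tissues were 0 genes, and the paper's value is 5.

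By contrast in CAR, edgeR called 0 genes higher and 0 lower each time. The paper's counts of higher and lower genes are 37 and 21 for VTM_MG vs. VTM_LG, 46 and 19 for VTM_MG vs. NoVTM_MG, 39 and 41 for VTM_LG vs. NoVTM_MG, 3 and 1 for VTM_LG vs. NoVTM_LG and 10 and 6 for NoVTM_MG vs. NoVTM_LG, and its count of higher genes is 2 for VTM_MG vs. NoVTM_LG. In COT, edgeR called 0 genes higher and 1 lower for VTM_MG vs. NoVTM_LG, where the paper's counts are 6 and 47. In the other COT contrasts it called 0, where the paper's counts of higher and lower genes are 13 and 29 for VTM_LG vs. NoVTM_LG, 5 and 6 for VTM_LG vs. NoVTM_MG and 3 and 5 for VTM_MG vs. VTM_LG. At an unadjusted p under 0.05, edgeR gave 374 to 882 genes per contrast in CAR and 366 to 681 in COT, and DESeq2's Wald test called 98 genes in CAR and 12 in COT, summed over the contrasts.

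Of the alternatives set before the data were examined, DESeq2's Wald test gave counts near the paper's for NoVTM_MG vs. NoVTM_LG in CAR (11 higher and 5 lower), differed for the rest of these measures and newly differed for VTM_MG vs. NoVTM_LG in CAR (1 lower, where the paper's count is 0). Size factors by relative log expression, no filter on low counts, no surrogate variables, 2 surrogate variables and leaving out farm 3 each differed for all 27. Of the paper's 339 calls, all 339 had the paper's direction in edgeR and 314 an unadjusted p under 0.05, DESeq2's Wald test called 96 (85 in CAR and 11 in COT), and edgeR without farm 3 called 3. These calls were made on the same libraries, so the shared direction is not independent evidence. DESeq2 with 5 surrogate variables, which was chosen after seeing the values, gave 276 unique genes and overlaps of 18 in CAR and 21 in COT, differed for 9 of 32 measures and dropped 73 of the paper's 339 calls. Its surrogate variables were also estimated on counts divided by size factors, not on raw counts, so the effect of their number alone was not tested. DESeq2 without the outlying libraries, also chosen after seeing the values, gave 31 higher and 93 lower genes and 15 shared in COT, all above the paper's values and within 1.5 times of them, differed for 20 of 32 measures and dropped 214 of the 339 calls. In COT the estimated number of surrogate variables rose to 4 without these libraries, and with 3 kept, likewise chosen after seeing the values, DESeq2 gave 12 higher and 24 lower genes and 0 shared and dropped 87 of the paper's 114 calls in COT. Without the outlying libraries, edgeR called 3 of the 339, which was likewise chosen after seeing the values.

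The paper reads the changes in CAR as seemingly greater than in COT and as going mostly up. Summed over the contrasts, DESeq2's Wald test called 57 higher and 41 lower genes in CAR and 0 and 12 in COT, which has the paper's order, and with 5 surrogate variables 116 and 80 in CAR and 33 and 118 in COT. Without the outlying libraries the order depended on the surrogate variables (51 and 45 in CAR, and 31 and 93 in COT, or 12 and 24 there with 3 surrogate variables). EdgeR called 0 in CAR and 1 in COT. At an unadjusted p under 0.05 in edgeR, the average effect of VTM gave 287 higher and 327 lower genes in CAR and 244 and 419 in COT, and that of moderate gain 389 and 331 in CAR and 260 and 175 in COT. Chance could not be excluded for these unadjusted counts or for the sums of DESeq2's Wald test with 3 surrogate variables on all libraries. The paper finds few or no genes for rate of gain in COT. EdgeR called 0 and DESeq2's Wald test 1 for the average effect of gain there, while the 8 cholesterol biosynthesis genes as a list were lower (8 of 8 below 0, median log2 fold change -0.12, adjusted p = 6.85e-10 from camera, and 0.0413 with an estimated correlation). The gene that the paper's text calls PRPFB1 is PRPF31 in its tables.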

Other observations

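The tests on heifers, on 1 library of the interferon list, on interferon genes in COT and on sodium transport in CAR were chosen after the results were seen.

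Without a supplement, interferon response and antigen presentation genes were higher in CAR with moderate than with low gain. All 5 were above 0 with a median log2 fold change of 0.74 (adjusted p = 2.79e-12 from camera, and 0.00764 with an estimated correlation; 4 higher when adjusted over the list alone), in a tissue where the study picked them. NLRC5, which switches on genes of antigen presentation, was 7.73 ± 8.08 CPM (SD, n = 7) in NoVTM_MG and 2.91 ± 0.84 CPM (SD, n = 7) in NoVTM_LG, EPSTI1 was 18.1 ± 7.8 and 9.25 ± 1.72 CPM, and PSMB8, a subunit of the immunoproteasome, was 39.7 ± 24.0 and 18.8 ± 6.0 CPM. As single genes they had adjusted p values of 0.547, 0.481 and 0.547 from edgeR and of 0.0747, 0.0701 and 0.0835 from DESeq2. One library with high values, NoVTM_MG replicate 35 (NLRC5 at 25.8 CPM), is excluded as the whole cause, since the median without it was 0.493 (adjusted p = 1.19e-07, and 0.0173 with an estimated correlation).

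Lysosome genes were lower in CAR in VTM_LG than in NoVTM_LG (5 of 5 below 0, median -0.23, adjusted p = 3.6e-04 from camera, and 0.0144 with an estimated correlation; 2 lower when adjusted over the list alone) and than in NoVTM_MG (5 of 5 below 0, median -0.33, adjusted p = 5.02e-09, and 1.51e-04 with an estimated correlation; 5 lower when adjusted over the list alone). The study picked lysosome genes on these CAR libraries, those of VTM_LG included, so the direction is not independent evidence. In VTM_LG vs. NoVTM_LG in CAR, SLC19A1, the folate carrier, had a log2 fold change of 0.64 (standard error 0.15, adjusted p = 1 from edgeR, and 0.399 from DESeq2). NNAT, an imprinted gene, had a log2 fold change of 1.36 (standard error 0.31, adjusted p = 0.357 from edgeR) in CAR in VTM_MG vs. NoVTM_MG. PAG18, a pregnancy-associated glycoprotein, had a log2 fold change of 0.60 (standard error 0.14, adjusted p = 1 from edgeR) in COT in VTM_LG vs. NoVTM_MG.

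Other splits of the libraries into groups of the real sizes show whether chance can be excluded. For edgeR's genes at an unadjusted p under 0.05 in CAR, chance could not be excluded for VTM_MG vs. NoVTM_LG (62 of 100 splits with at least as many, real 490, highest other 2951), VTM_MG vs. VTM_LG (37, real 659, highest 2594), VTM_MG vs. NoVTM_MG (14, real 814, highest 2098), VTM_LG vs. NoVTM_LG (82, real 374, highest 3124), VTM_LG vs. NoVTM_MG (17, real 882, highest 2197), NoVTM_MG vs. NoVTM_LG (46, real 557, highest 2271), VTM (36, real 614, highest 2341), gain (33, real 720, highest 2134) or their interaction (51, real 548, highest 2753). In COT, it could not be excluded for VTM_MG vs. NoVTM_LG (35, real 681, highest 1233), VTM_MG vs. VTM_LG (83, real 366, highest 1627), VTM_MG vs. NoVTM_MG (78, real 422, highest 1368), VTM_LG vs. NoVTM_LG (43, real 611, highest 1234), VTM_LG vs. NoVTM_MG (74, real 460, highest 1705), NoVTM_MG vs. NoVTM_LG (78, real 424, highest 1500), VTM (35, real 663, highest 1138), gain (75, real 435, highest 1584) or the interaction (86, real 356, highest 1259). For the difference between the tissues, it could not be excluded for VTM (47, real 387, highest 3347) or gain (42, real 382, highest 5654). Some splits called many genes, up to 1518 at the adjusted threshold in CAR, and the cause was not tested.

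For calls at the adjusted threshold, chance could not be excluded for DESeq2's Wald test summed over the pairwise contrasts in CAR (15 of 100 splits, real 98, highest other 3135) and in COT (46, real 12, highest 310), nor for edgeR's 1 gene in COT (10, real 1, highest 6). With 5 surrogate variables, splits say nothing on chance, because this number was chosen after seeing the calls of the real groups (2, real 196, highest 276 in CAR and 4, real 151, highest 429 in COT).

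For medians of gene lists whose members the study picked in that tissue, splits say nothing on chance: in CAR, cholesterol biosynthesis in VTM_MG vs. VTM_LG (1 of 100 splits, real -0.50, highest other -0.44), in VTM_LG vs. NoVTM_MG (3, real 0.38, highest -0.45) and for gain (1, real -0.30, highest 0.25), lysosome in VTM_MG vs. VTM_LG (1, real 0.40, highest -0.315) and for gain (2, real 0.23, highest -0.235) and interferon response (3, real 0.74, highest 0.825), and in COT aminoacyl-tRNA synthetases (1, real 0.23, highest 0.196), sodium transport (1, real -0.435, highest 0.386) and fatty acid uptake (1, real -0.38, highest 0.347). Chance could not be excluded in COT for cholesterol biosynthesis in VTM_MG vs. VTM_LG (5, real -0.17, highest 0.204) or one-carbon metabolism in VTM_MG vs. NoVTM_LG (5, real -0.27, highest 0.372). For cholesterol biosynthesis in COT, only the real grouping reached its median in VTM_LG vs. NoVTM_MG (1, real 0.217, highest 0.186) and for gain (1, real -0.121, highest -0.113). The study picked these genes in CAR, and 26 heifers gave both tissues. Splits of the COT libraries alone leave this link out, so they do not exclude chance. For interferon response in COT for gain (3, real 0.211, highest 0.228) and sodium transport in CAR for VTM (1, real -0.135, highest -0.13), splits cannot exclude chance, because the lists were chosen after their medians were seen.

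Cholesterol genes were lower with moderate gain in both tissues, which a level of the heifer that both tissues share could produce. After group, farm and surrogate variables were removed, the mean deviations of the 8 genes in CAR and COT were unrelated over 26 heifers (Pearson's r = -0.007, 95% interval -0.393 to 0.381, permutation p = 0.974, Spearman's rho = 0). Without the 2 farthest heifers, r was -0.128. This argues against a strong shared level in what remained. A level that the surrogate variables took up, or that differs only between the groups, was not tested.

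A difference between animals that both tissues share is a candidate explanation for the largest fold changes in the paper's CAR tables. Of the 11 genes with a paper log2 fold change of at least 1 in size, 5 were closer between the tissues of a heifer than between heifers, against 22.3% of 12262 genes (one-sided Fisher's exact p = 0.0763), so this cannot be told apart with so few genes. Of the paper's COT genes under 1, 29 of 90 were closer within heifers (one-sided Fisher's exact p = 0.0193), and of its CAR genes under 1, 29 of 153 (p = 0.867, the same test).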
